# Gene expression and DNA methylation changes in response to hypoxia in toxicant-adapted Atlantic killifish (*Fundulus heteroclitus*)

**DOI:** 10.1242/bio.061801

**Published:** 2025-01-06

**Authors:** Neelakanteswar Aluru, Yaamini R. Venkataraman, Christopher S. Murray, Veronica DePascuale

**Keywords:** Mummichog, DNA methylation, Hypoxia, RNAseq, Evolved resistance, Cost of tolerance

## Abstract

Coastal fish populations are threatened by multiple anthropogenic impacts, including the accumulation of industrial contaminants and the increasing frequency of hypoxia. Some populations of the Atlantic killifish (*Fundulus heteroclitus*), like those in New Bedford Harbor (NBH), Massachusetts, USA, have evolved a resistance to dioxin-like polychlorinated biphenyls (PCBs) that may influence their ability to cope with secondary stressors. To address this question, we compared hepatic gene expression and DNA methylation patterns in response to mild or severe hypoxia in killifish from NBH and Scorton Creek (SC), a reference population from a relatively pristine environment. We hypothesized that NBH fish would show altered responses to hypoxia due to trade-offs linked to toxicant resistance. Our results revealed substantial differences between populations. SC fish demonstrated dose-dependent changes in gene expression in response to hypoxia, while NBH fish exhibited a muted transcriptional response to severe hypoxia. Interestingly, NBH fish showed significant DNA methylation changes in response to hypoxia, while SC fish did not exhibit notable epigenetic alterations. These findings suggest that toxicant-adapted killifish may face trade-offs in their molecular response to environmental stress, potentially impacting their ability to survive severe hypoxia in coastal habitats. Further research is needed to elucidate the functional implications of these epigenetic modifications and their role in adaptive stress responses.

## INTRODUCTION

Adaptation to environmental stressors is critical for survival in rapidly changing ecosystems. Understanding the physiological and molecular responses that underlie adaptive mechanisms is essential for predicting organismal sensitivity. Fish populations, particularly those inhabiting coastal waters, often face multiple environmental challenges simultaneously, which can compound the stress on these organisms. One such common stressor is hypoxia – low oxygen levels in the environment – which is increasingly documented in coastal regions due to anthropogenic activities leading to excess nutrient loading, harmful algal blooms and climate change (Wallace and Gobler, 2021). The presence and accumulation of anthropogenic chemicals in coastal ecosystems poses an additional, co-occurring threat to the health of fish populations. The ability of fish to cope with hypoxia is mediated through a range of physiological, transcriptional, and epigenetic mechanisms. However, very little is known about how populations chronically exposed to toxicants respond to secondary stressors such as hypoxia.

The Atlantic killifish (*Fundulus heteroclitus*) is one of the most abundant estuarine fish distributed along the East coast of the USA, where they play an ecologically important role in the food webs (Able et al., 2007; Kimball and Able, 2007). Their ability to tolerate wide changes in environmental conditions, including temperature, salinity, oxygen and pH, have made them an ideal model species to investigate the biochemical, physiological and evolutionary basis of environmental adaptation (Borowiec et al., 2020, 2018; Borowiec and Scott, 2020). Some populations of killifish are also valuable models for understanding the mechanisms of evolved resistance to toxicants (Harishchandra et al., 2024; Nacci et al., 2010; Reid et al., 2016). Populations of killifish inhabiting contaminated coastal waters along the North Atlantic US coast have evolved resistance to some contaminants representing major categories of aryl hydrocarbon pollutants, such as polynuclear aromatic hydrocarbons (PAHs), and halogenated aromatic hydrocarbons such as polychlorinated biphenyls (PCBs), 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD, ‘dioxin’) and other dioxin-like compounds (DLCs) (Nacci et al., 2010). This evolved resistance involves alterations in signaling through the aryl hydrocarbon receptor (AHR), a ligand-activated transcription factor that forms a heterodimer with aryl hydrocarbon receptor translocator (ARNT), binding to dioxin-response elements to regulate the expression of target genes. While there is a great deal of understanding about the physiological and biochemical basis of adaptation to a variety of environmental conditions including toxicants in this species, very little is known about the impact of resistance to toxicants on their ability to respond to subsequent stressors such as hypoxia (Jayasundara et al., 2017; Jasperse et al., 2023; Lindberg et al., 2017).

The hypoxia-inducible factor (HIF) signaling pathway is a critical cellular response mechanism that enables organisms to respond to hypoxic conditions. Under normal oxygen levels (normoxia), HIF-α subunits (mainly HIF-1α and HIF-2α) are hydroxylated by prolyl hydroxylase enzymes, marking them for degradation via the von Hippel-Lindau (VHL) ubiquitin-proteasome pathway (Fong and Takeda, 2008; Kallio et al., 1999). This prevents the accumulation of HIF-α under normoxia. Under hypoxic conditions, the activity of prolyl hydroxylases is inhibited due to a lack of oxygen, leading to the stabilization of HIF-α (Ivan and Kaelin, 2017). Once stabilized, HIF-α translocates into the nucleus, where it dimerizes with ARNT, also known as HIF-1β. This HIF-α/ARNT complex binds to hypoxia response elements (HREs) and regulates the transcription of target genes (Kindrick and Mole, 2020; Li et al., 2023). Some of the target genes regulate processes such as angiogenesis (e.g. VEGF), erythropoiesis, glucose metabolism (e.g. GLUT1), and anaerobic metabolism (e.g. LDHA) (Luo et al., 2022). Similar responses were observed in killifish, suggesting conserved physiological and molecular mechanisms across species (Borowiec et al., 2020, 2018, 2015; Borowiec and Scott, 2020, 2021; Du et al., 2016; Lau et al., 2021; Ridgway and Scott, 2023).

The AHR and HIF pathways exhibit crosstalk primarily through their shared use of the heterodimerizing partner ARNT (Vorrink and Domann, 2014). Since ARNT is a limiting factor, competition between AHR and HIF for ARNT can influence the balance of responses to environmental toxins and hypoxic stress. This crosstalk may result in altered cellular outcomes, particularly in situations where both pathways are activated simultaneously, such as under environmental stress. One study tested this hypothesis in Atlantic killifish by exposing them to a dioxin-like PCB for 3 days, followed by a hypoxia challenge (Kraemer and Schulte, 2004). Prior PCB exposure disrupted the classical hypoxia response by increasing hepatic glycolytic enzyme activity, suggesting that dioxin-induced AHR activation could limit ARNT availability for the hypoxia response.

The objective of this study was to investigate the impact of evolved resistance to toxicants on response to acute hypoxia. We characterized the hepatic gene expression and DNA methylation patterns in response to two levels of hypoxia in two distinct populations of Atlantic killifish (*Fundulus heteroclitus*). One population is from Scorton Creek, Sandwich, MA, USA (SC), a relatively pristine environment, and is considered sensitive to environmental toxicants (Bello et al., 2001). The other population originates from New Bedford Harbor, MA, USA (NBH), a superfund site heavily contaminated with dioxin-like PCBs, where the killifish have evolved resistance to toxicants. The NBH population represents a unique case study in how toxicant-adapted organisms might exhibit trade-offs in their ability to cope with additional stressors, such as hypoxia. We hypothesized that fish from NBH would exhibit altered responses to acute hypoxia compared to the sensitive Scorton Creek (SC) population. Specifically, we predicted that the NBH fish would show differential hepatic gene expression and DNA methylation patterns in response to hypoxia, potentially compromising their ability to mount an optimal response to low oxygen conditions compared to the SC population.

## RESULTS

### NBH fish are resistant to dioxin-like PCB exposure

To ensure that NBH and SC fish exhibit toxicant resistant and sensitive phenotypes, we exposed the embryos from both populations to PCB126 and quantified *cyp1a* gene expression using quantitative real-time PCR. SC embryos exposed to PCB126 induced *cyp1a* gene expression several hundred-fold compared to the DMSO group suggesting sensitivity to dioxin-like PCBs. In contrast, NBH fish showed a muted response to PCB126 exposure suggesting resistance to dioxin-like PCBs (Fig. 1B).

**Fig. 1.**
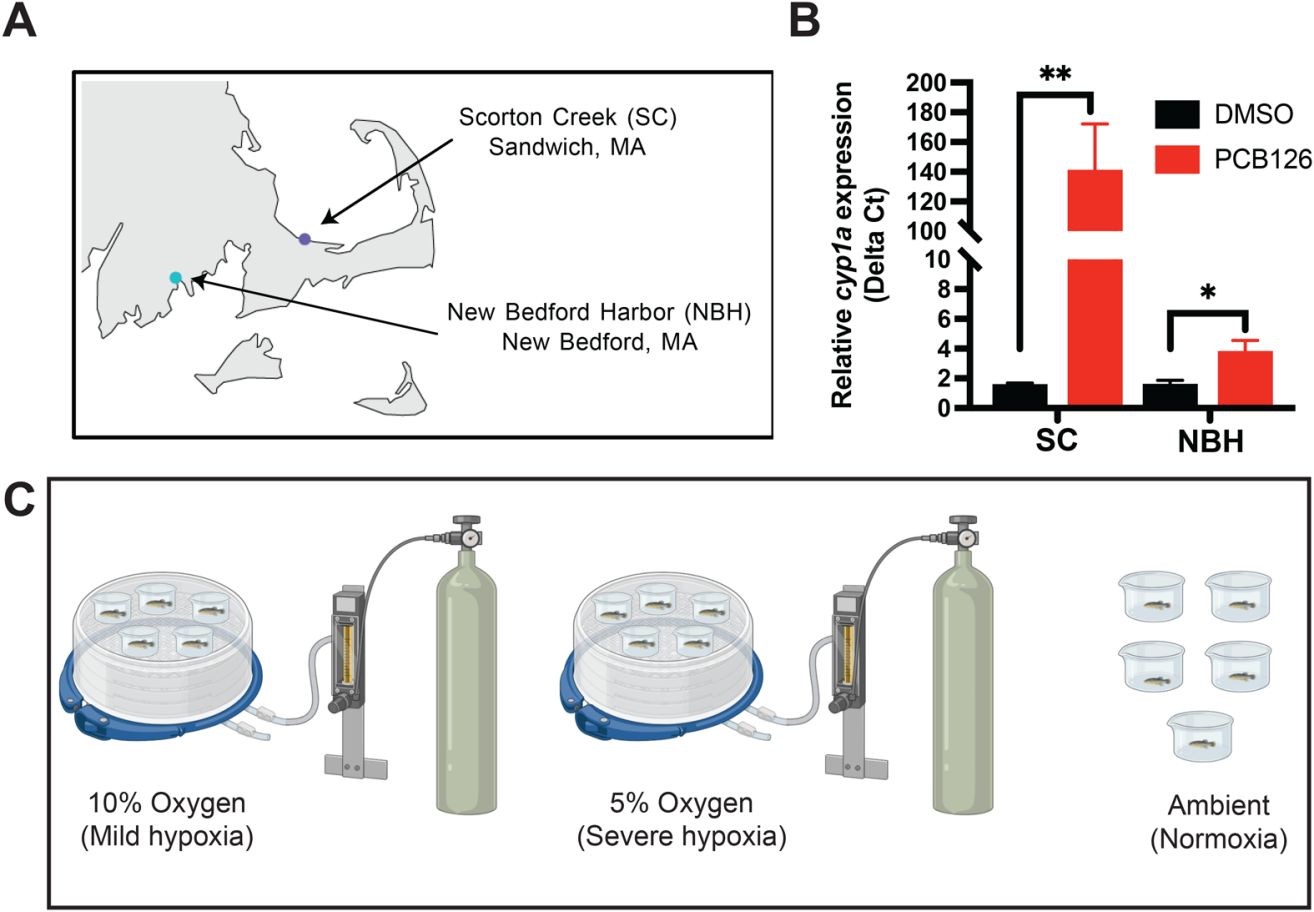
**Experimental overview.** (A) Map of Southeastern Massachusetts showing the collection sites of sensitive (SC) and resistant (NBH) Atlantic killifish. (B) Relative expression of *cyp1a* in SC and NBH fish embryos in response to PCB126 (50 nM) exposure. *** represents statistically significant difference from the control group. ** p.value = 0.0001 and * p.value = 0.01. (C) Illustration of the experimental setup. Mild and severe hypoxia exposures were conducted by pumping oxygen containing either 5% or 10% air saturation into the chambers, respectively. Control group was maintained outside under ambient conditions.

### Hypoxia exposure did not cause loss of equilibrium

Neither mild nor severe hypoxia exposure had any effect on the loss of equilibrium during the 6-h exposure period in fish from both populations. Upon initial transfer into the hypoxia chamber, fish from both populations exhibited a rapid swimming response for the first 10-15 min. This was followed by a noticeable reduction in swimming activity accompanied by rapid ventilation (opercular movements). By the end of the exposure period, the fish were consistently found at the bottom of the container, exhibiting slow opercular movements but there was no loss of equilibrium as evidenced by their ability to maintain position and coordinated movement.

### Differential responses to hypoxia in toxicant sensitive and resistant populations

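The read counts deposited by the authors were used as they stand, as HTSeq-count values for 30 livers, 5 fish in each of 6 groups. Mild hypoxia is taken as 10% oxygen and severe hypoxia as 5%, as in the sample labels, while the legend of the overview figure gives the pair in the other order. A library holds 13814563 counts on average. Group medians are 12755707, 7393074 and 18906362 counts in SC control, mild and severe hypoxia, and 8179471, 16942104 and 17879044 in the same NBH groups. Depth therefore differs between groups that are compared with each other.

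Genes were kept with edgeR's filterByExpr given the 6 groups, which left 13609 genes holding 99.9% of the counts. Counts were scaled by TMM, and each contrast between groups was tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p-value under 0.05. The groups, contrasts, filter, threshold and most of the alternative settings were set before the data were examined, as was the rule for leaving a fish out. All 30 fish are in the results given first, and values from 29 fish, without NBH severe hypoxia replicate 5, stand beside them.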

Strand-specific RNA sequencing of NBH and SC samples yielded an average of 17.2 million reads per sample. Of these, 83% of the reads were uniquely mapped to the genome. The summary of mapping statistics and read counts for annotated genes is provided in the supplementary information (RNAseq_supplementaryInformation.xlsx). Principal component coordinate analysis revealed one NBH hypoxia sample to be an outlier, which was omitted from statistical analysis (Fig. S2).

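A principal coordinate analysis of logCPM over the 13609 genes put 19.1% of the variation on coordinate 1 and 12.2% on coordinate 2. NBH severe hypoxia replicate 5 lay 48.5 from the mean of its group on this plane, and the next farthest fish, NBH mild hypoxia replicate 3, lay 39.9 from its own. On coordinate 2 it stood at -84.0, with the next lowest fish, NBH severe hypoxia replicate 4, at -39.4. On a multidimensional scaling of the leading 500 genes, the fish farthest from its group was SC mild hypoxia replicate 5, at 0.719, and NBH severe hypoxia replicate 5 ranked 7 at 0.392. The rule asked for the same fish on both ordinations, so no fish was left out of the results given first.

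NBH severe hypoxia replicate 5 had the highest value of all 30 fish in 1563 of the 13609 genes and the lowest in 2628, where no other fish exceeded 891 and 648. The mean distance between fish of NBH severe hypoxia was 131, or 105 without it, and the other groups ranged from 95.0 to 104. Its library of 4955114 counts is the smallest of the 30.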

#### SC

We observed a dose-dependent effect of hypoxia on differential gene expression in SC fish. 

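Severe hypoxia was also tested directly against mild hypoxia within SC fish. The contrast gave 395 genes at an adjusted p-value under 0.05, of which 275 were higher and 120 lower in severe hypoxia, or 463 genes with 29 fish. This count moved to 197 without SC mild hypoxia replicate 2, 240 without SC mild hypoxia replicate 5, 214 without SC severe hypoxia replicate 1 and 217 without SC severe hypoxia replicate 2. It was 213 with the logarithm of the total count as a covariate, the alternative among those run on all 30 fish that lowered it most. A gene called against control in severe but not in mild hypoxia is not by that alone different between the levels, and the direct contrast is the test of that step.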

Exposure to mild hypoxia revealed 2241 differentially expressed genes (DEGs), with 1170 upregulated and 1071 downregulated. 

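With all 30 fish, 986 genes were raised and 866 lowered in SC mild hypoxia, 1852 in total, and 2243 with 29 fish. Leaving out 1 of the 10 fish compared gave 1259 to 1958 genes. Requiring an absolute log2 fold change above 1 left 852 genes. Apart from that, the alternative that moved the count most was to omit the TMM factors, which gave 3044 genes, 2560 raised and 484 lowered, and shifted the median log2 fold change of all genes by 0.27.

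Named genes counted for complete separation, here and below, had to average at least 10 CPM over the groups compared. There were 451 such genes past the threshold with every fish of one group above every fish of the other. The largest changes among them were in crema, tdh and col1a2. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, crema fell by 4.58 (standard error 0.90, adjusted p 0.00128), from 30.0 to 1.25 CPM. The SC control mean of crema has a standard deviation of 53, so a minority of fish sets it. In the same quasi-likelihood test tdh fell by 3.43 (0.61, adjusted p 0.000609) and col1a2 by 3.37 (0.44, adjusted p 2.97e-05). They lie at 33738077 to 33757719 on chromosome 6 (crema), 14819265 to 14826078 on chromosome 15 (tdh) and 9652384 to 9671505 on chromosome 13 (col1a2).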

In response to severe hypoxia, 4191 DEGs were observed, with 2221 upregulated and 1970 downregulated. 

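Severe hypoxia raised 2073 genes and lowered 1836 in SC fish, 3909 in total, and 4412 with 29 fish. The total ranged from 2834 to 4109 when 1 of the 10 fish was left out. With the total count covariate it was 2555, and 1974 genes had an absolute log2 fold change above 1. Without TMM factors it was 5285, 4394 raised and 891 lowered, with a shift of 0.37 in the median log2 fold change of all genes. Total counts of SC severe hypoxia are higher than those of SC control, and thinning every library to the smallest gave 2880 genes, against 1470 in mild hypoxia.

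Of 722 named genes with complete separation of the groups, egln3, hsp90aa1.2 and jun changed most, and values for egln3 are given where it is discussed. The quasi-likelihood test gave a log2 fold change of 5.84 for hsp90aa1.2 (standard error 0.81, adjusted p 1.03e-05) and 4.69 for jun (0.66, adjusted p 1.15e-05). Means rose from 0.502 to 28.3 CPM for hsp90aa1.2 and from 1.10 to 28.4 for jun. The genes lie on chromosome 15 at 18691479 to 18696088 and on chromosome 9 at 29330976 to 29332947.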

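Of the genes called in SC mild and in SC severe hypoxia, 1478 changed in the same direction, 827 raised and 651 lowered, and 10 changed in opposite directions. With 29 fish 1790 were shared, 990 raised and 800 lowered, and 15 were opposite. From the numbers called, 267 shared genes would be expected with independent lists. Fold changes at the 2 levels had a Pearson correlation of 0.714 and a Spearman correlation of 0.764 over all tested genes. The levels share their control fish, so 20 simulations without any hypoxia effect were run on the same layout, and these gave a median Pearson correlation of 0.518 and a median Spearman correlation of 0.480. Hardly any gene is called in such simulations, so how many shared genes come from the common control fish was not tested. Leaving out 1 of the 15 fish gave 1025 to 1559 shared genes.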

A total of 1794 DEGs were shared between the two hypoxia groups, with 980 upregulated and 814 downregulated genes (Fig. 2A). 

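Gene sets were drawn up from gene symbols, since gene ontology annotation was not used here, and tested with limma's camera on 12 sets, of which cytochrome P450 had no listed gene. In SC mild hypoxia camera placed the 40 proteasome genes upward (adjusted p 1.31e-13, 25 raised and 0 lowered), the 15 V-type ATPase genes upward (adjusted p 0.000178, 8 raised) and the 18 collagen genes downward (adjusted p 1.07e-09, 9 lowered). The SC severe hypoxia camera adjusted p-values of these sets were 2.71e-11, 0.00335 and 4.81e-11, in the same directions. Splicing genes moved upward at both levels, with camera adjusted p-values of 0.00156 and 0.00676. Median log2 fold changes in mild and severe hypoxia were 0.72 and 0.77 for the proteasome and -1.36 and -1.74 for collagen.

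Camera assumed a correlation of 0.01 between genes of a set. Over 77 pairs of a set with a comparison, interactions aside, it called 38, and limma's fry called 38, with 33 called by both. With the correlation estimated for each set, 0 of the 77 were called, and the lowest adjusted p of camera was 0.136. The calls given here for the proteasome, V-type ATPase, splicing and collagen sets in SC fish hold under fry but not with the estimated correlation.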

Gene Ontology (GO) analysis of DEGs from mild and severe hypoxia treatment groups revealed overrepresentation of GO molecular function (MF) terms related to ATPase activity, RNA binding, proteosome and extracellular matrix functions. The list of top 10 overrepresented GO:MF terms among up- and downregulated DEG in SC mild and severe hypoxia groups are shown in Fig. 3.

**Fig. 2.**
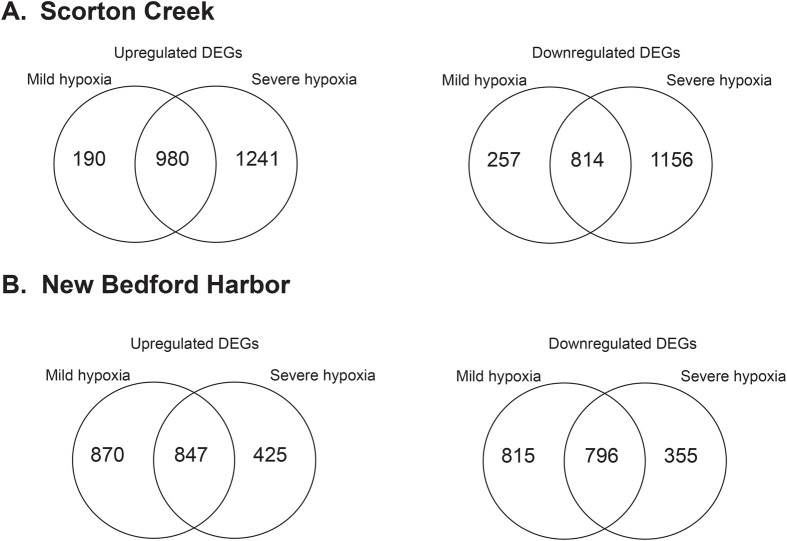
**Differentially expressed genes in response to hypoxia in NBH and SC fish.** Venn diagrams showing unique and common genes in response to mild and severe hypoxia in (A) SC fish and (B) NBH fish.

**Fig. 3.**
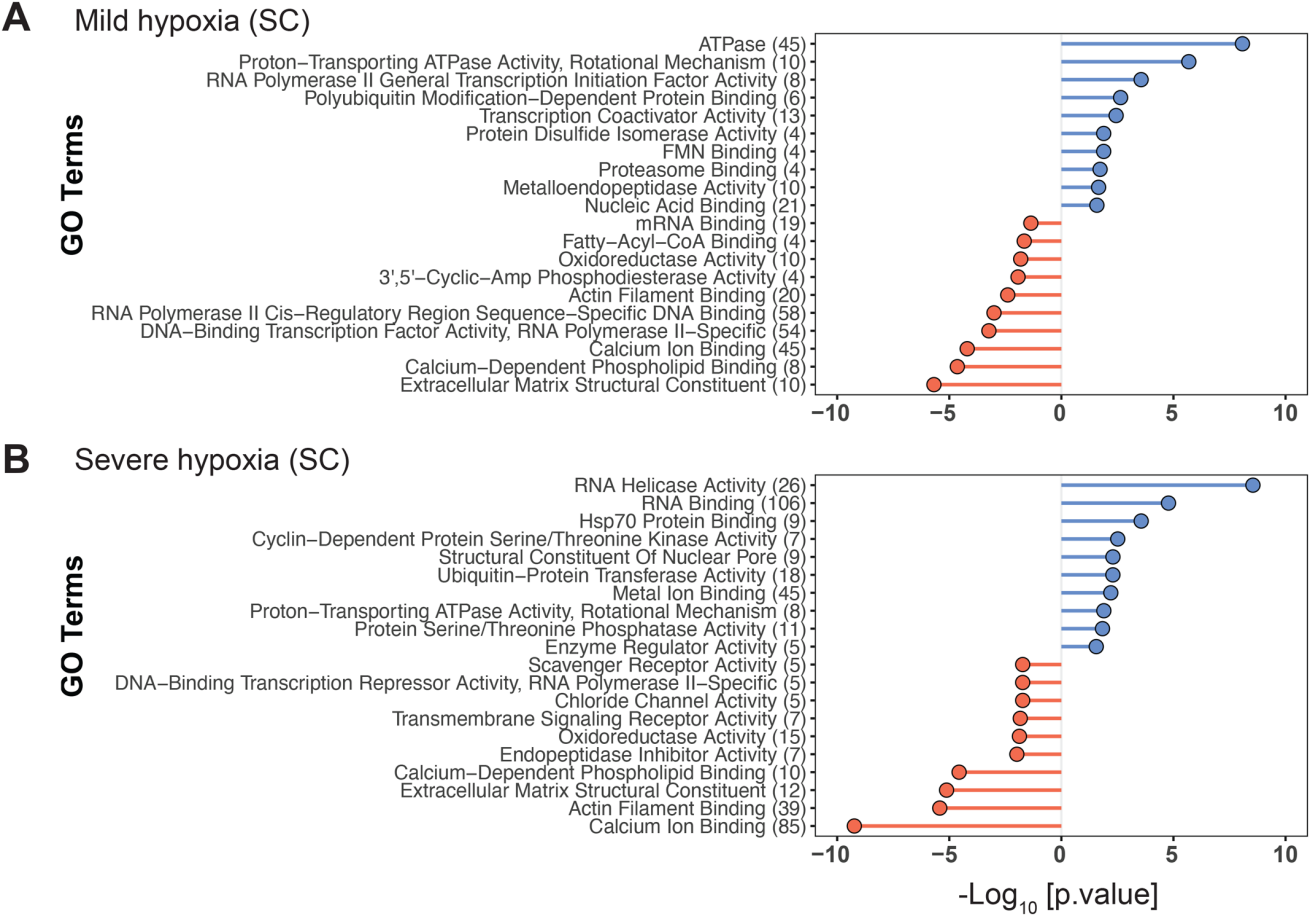
**Gene Ontology (Molecular Function) terms enriched among differentially expressed genes (DEGs) in mild hypoxia (A) and severe hypoxia (B) treatment groups in SC fish.** Only top 10 terms enriched among up- and downregulated genes are shown. Entire list of GO biological process and molecular function terms are provided in the supplementary information. The numbers in the parenthesis represent the number of DEGs represented in each GO term. Detailed description of filtering of GO terms to remove redundancy is described in Materials and Methods. GO terms enriched among upregulated DEGs are in blue and those from downregulated genes are in red.

#### NBH

In NBH fish, exposure to mild and severe hypoxia elicited differential expression of 3328 and 2423 genes, respectively. 

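In NBH fish the totals were 2860 genes in mild hypoxia and 1900 in severe hypoxia, or 3342 and 2431 with 29 fish. Severe hypoxia tested directly against mild hypoxia gave 265 genes, 180 higher and 85 lower in severe, and 167 with 29 fish. This direct contrast is unsettled by single fish, with 109 genes without NBH mild hypoxia replicate 4, 482 without NBH mild hypoxia replicate 3 and 434 without NBH severe hypoxia replicate 1. Counts of 133, 145 and 164 came without NBH mild hypoxia replicates 1, 2 and 5, and 143 without NBH severe hypoxia replicate 4. The lower total in severe hypoxia held in all alternatives except without TMM factors, where severe hypoxia gave 4544 genes and mild 4141, and with the total count covariate on 30 fish, where it gave 1558 against 1234.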

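In NBH mild hypoxia 1494 genes were raised and 1366 lowered, and 1767 and 1575 with 29 fish. Leaving out 1 of the 10 fish gave 1956 to 3690 genes in total, the highest without NBH mild hypoxia replicate 3. Without TMM factors 3507 genes were raised and 634 lowered, with a shift of 0.32 in the median log2 fold change of all genes. Of 576 named genes with complete separation, hapln4, gsna and a gene with a zgc name changed most. Quasi-likelihood tests gave log2 fold changes of -9.39 for hapln4 (standard error 2.81, adjusted p 0.0184), -3.77 for gsna (0.82, adjusted p 0.00224) and 3.01 for the zgc gene (0.60, adjusted p 0.00111). Every NBH mild hypoxia fish had at most 3 counts of hapln4, so the fitted value is unstable, and with those fish set to 3 counts the mean of NBH mild hypoxia was at least 105-fold lower. The NBH control mean of hapln4 rests on few fish, as 3 of 5 also had at most 3 counts. It is on an unplaced scaffold, and the others are on chromosome 8, gsna at 8688658 to 8714466 and the zgc gene at 21170387 to 21182233.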

Among the 3328 genes differentially expressed in response to mild hypoxia, 1717 were upregulated and 1611 genes were downregulated. 

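Severe hypoxia in NBH fish raised 1014 genes and lowered 886, and with 29 fish raised 1282 and lowered 1149. Leaving out 1 of the 10 fish gave totals of 1268 to 2431. Fitting only the groups compared gave 940, and omitting the TMM factors gave 4216 raised and 328 lowered with a shift of 0.44 in the median log2 fold change of all genes. Out of 393 named genes with complete separation, miox, elovl6 and col1a1b changed most. The quasi-likelihood test gave -5.72 for miox (standard error 1.16, adjusted p 0.00187), 5.15 for elovl6 (0.87, adjusted p 0.000402) and -3.41 for col1a1b (0.49, adjusted p 8.43e-05). Their positions are 20098193 to 20103528 on chromosome 2, 14143808 to 14163359 on chromosome 23 and 16049752 to 16073553 on chromosome 10.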

Whereas in response to severe hypoxia, 1272 of the 2423 DEGs were upregulated, and 1151 genes were downregulated. 

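Between NBH mild and NBH severe hypoxia, 615 raised and 534 lowered genes were called at both levels, 1149 in total, and 4 genes were called in opposite directions. With 29 fish these numbers were 841, 762, 1603 and 3. Independent lists of these lengths would share 200. Correlations of the fold changes were 0.659 (Pearson) and 0.700 (Spearman), and the simulated layout with shared NBH control fish and no effect gave 0.551 and 0.505. The number shared was 720 without NBH control replicate 2.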

Comparison of the upregulated DEGs from the mild and severe hypoxia groups revealed 847 genes shared between the two hypoxia groups (Fig. 2B), while a similar comparison of downregulated DEGs revealed 796 shared DEGs.

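The proteasome set moved upward in NBH mild hypoxia, with 28 of its genes raised and 2 lowered (camera adjusted p 1.82e-13), and in NBH severe hypoxia, with 17 raised and 1 lowered (camera adjusted p 2.80e-06). Splicing genes moved upward in mild hypoxia (camera adjusted p 0.00265, fry 0.00330), and in severe hypoxia the camera adjusted p was 0.0992 with 30 fish and 0.0373 with 29. Cytosolic ribosomal genes moved upward in mild hypoxia by camera (adjusted p 0.0169) but not by fry (adjusted p 0.362). In severe hypoxia camera placed them downward with 30 fish (adjusted p 0.00284) and made no call with 29 fish (adjusted p 0.459). The ribosomal interaction in severe hypoxia had a camera adjusted p of 0.519, and that of splicing genes 0.0777. V-type ATPase genes were raised in NBH mild hypoxia (camera adjusted p 0.00195) and not called in NBH severe hypoxia (0.255), with a downward interaction in severe hypoxia (camera adjusted p 0.0104, fry 0.0345). Fisher's exact test on the raised genes gave adjusted p-values of 1.25e-16 in mild and 3.12e-08 in severe hypoxia for the proteasome.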

GO analysis of mild and severe hypoxia upregulated DEGs showed overrepresentation of GO:MF terms related to mRNA splicing, translation, and proteasomal degradation. The terms enriched among downregulated DEGs include specific pathways such as cell adhesion and extracellular matrix functions. 

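Collagen genes moved downward in NBH fish, with 11 of the 18 tested lowered and 0 raised in mild hypoxia (camera adjusted p 6.48e-07, fry 0.000104) and 9 lowered and 0 raised in severe hypoxia (camera adjusted p 5.01e-07, fry 6.60e-05). Their median log2 fold changes were -1.04 and -1.30. The set lists 44 genes, and those not tested fell below the count filter or are absent from the gene files. Cell adhesion terms were not analysed here.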

The top 10 overrepresented terms among up and downregulated DEGs are shown in Fig. 4.

**Fig. 4.**
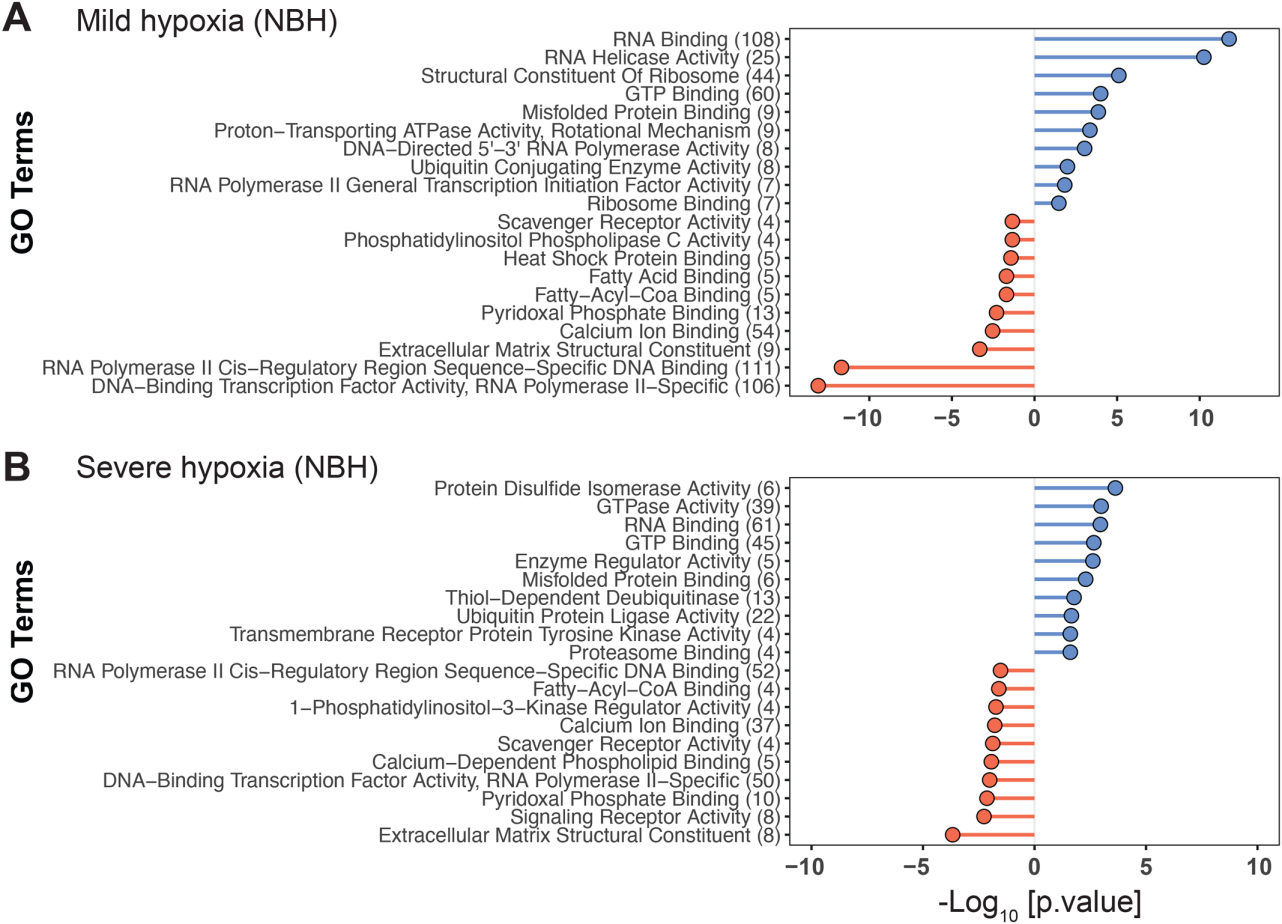
**Gene Ontology (Molecular Function) terms enriched among differentially expressed genes (DEGs) in mild hypoxia (A) and severe hypoxia (B) treatment groups in NBH fish.** Only top 10 terms enriched among up- and down-regulated genes are shown. Entire list of GO biological process and molecular function terms are provided in the supplementary information. The numbers in the parenthesis represent the number of DEGs represented in each GO term. Detailed description of filtering of GO terms to remove redundancy is described in Materials and Methods. GO terms enriched among upregulated DEGs are in blue and those from downregulated genes are in red.

#### Population differences

Comparison of NBH and SC control groups revealed differential expression of 307 genes. Among them 159 and 148 are up- and downregulated in NBH, respectively, in comparison to SC. 

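Between the control groups 221 genes differed, 120 higher and 101 lower in NBH, and 306 with 29 fish. The number depends on single fish, and it was 109 without SC control replicate 3, 138 without SC control replicate 1, and 141, 120, 144 and 137 without NBH control replicates 1, 2, 3 and 4. DESeq2 gave 440 genes, the largest move among the alternatives. Omitting the TMM factors shifted the median log2 difference of all genes by -0.15 and gave 93 higher and 266 lower. The fish of each population were bred from a few parents. Tests between populations, here and below, therefore measure spread among these fish and not among families of a population.

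Of 59 named genes with complete separation the largest differences were in casp10, layna and bace2. Quasi-likelihood tests gave 3.86 for casp10 (standard error 0.98, adjusted p 0.0388), 3.68 for layna (0.75, adjusted p 0.00971) and 2.67 for bace2 (0.68, adjusted p 0.0391). The layna call held in all 10 fits that left out 1 fish. The others held in 1 (casp10) and 2 (bace2), and without SC control replicate 3 the quasi-likelihood adjusted p was 0.0940 for casp10 and 0.0884 for bace2. They lie on chromosome 7 at 26923939 to 26943598 (casp10), chromosome 11 at 21747481 to 21823474 (layna) and chromosome 18 at 11544584 to 11566381 (bace2).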

The GO terms enriched among these genes are shown in Fig. S3. Comparison of mean expression (log counts per million) of all up- and downregulated DEGs pooled from both populations and hypoxia treatment showed a dose-dependent response in SC fish, whereas NBH fish have a more muted gene expression response to severe hypoxia (Fig. 5).

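The genes called against control in any of the 4 hypoxia groups were pooled, 2958 raised and 2798 lowered, and averaged per fish as logCPM with a prior count of 2. The mean of the raised genes in control, mild and severe hypoxia was 2.47, 3.01 and 3.28 in SC fish and 2.43, 3.07 and 3.01 in NBH fish. From mild to severe hypoxia it changed by 0.27 in SC fish (exact permutation p 0.0159) and by -0.06 in NBH fish (exact permutation p 0.50). The difference between these steps was -0.33 (standard error 0.12, permutation p 0.0111). With 29 fish the steps were 0.25 and -0.00 and their difference -0.26 (standard error 0.11, permutation p 0.0262). Without TMM factors the NBH step was 0.08 and the difference -0.19 (permutation p 0.171). The pooled genes were called in these same fish, in larger number from SC severe hypoxia, which can favour the SC step. With genes chosen on the mean of the 4 hypoxia responses the SC step was 0.19 (exact permutation p 0.0556). The difference was then -0.29 (permutation p 0.0411), or -0.20 with 29 fish (permutation p 0.0967).

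The mean of the lowered genes was 3.21, 2.42 and 2.23 in SC fish and 3.20, 2.36 and 2.48 in NBH fish. Its steps from mild to severe hypoxia were -0.19 (exact permutation p 0.143) and 0.12 (exact permutation p 0.333), and their difference was 0.31 (standard error 0.16, permutation p 0.0519). Without NBH mild hypoxia replicate 3 the NBH steps were -0.15 for the raised genes (exact permutation p 0.0476) and 0.25 for the lowered genes (exact permutation p 0.0238). The difference for the lowered genes was then 0.42 (permutation p 0.00635). It ranged from 0.24 to 0.42 over the fits that left out 1 of the 30 fish. The lowest value came without SC severe hypoxia replicate 2 (permutation p 0.124). With 29 fish the difference for the lowered genes was 0.28 (permutation p 0.0932). 31 genes are raised in one comparison and lowered in another, and these are in both averages. From averages of this kind and from the genes called within and between populations, the paper concludes that the SC response depends on the dose. It also concludes that NBH fish respond less to the severe level.

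**Figure D1:**
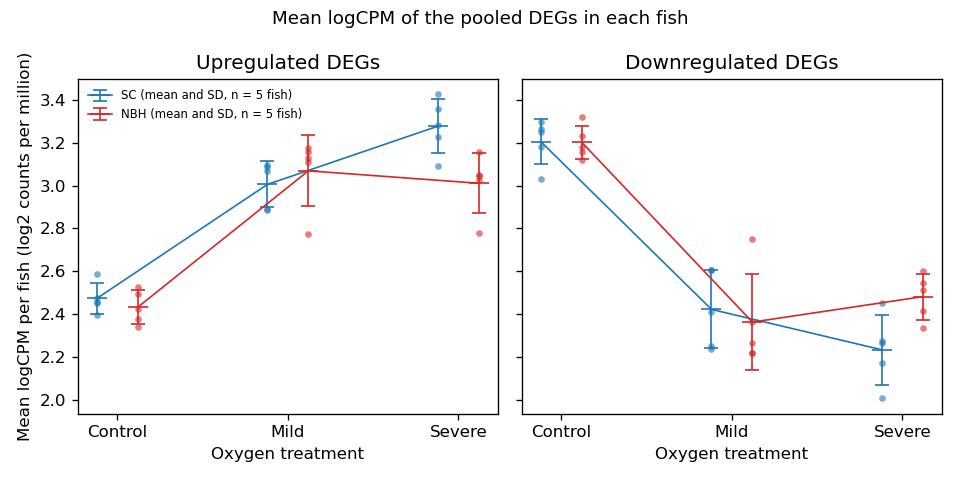
Mean logCPM of the genes raised and of the genes lowered by hypoxia, per fish and as group means, in SC and NBH fish.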

**Fig. 5.**
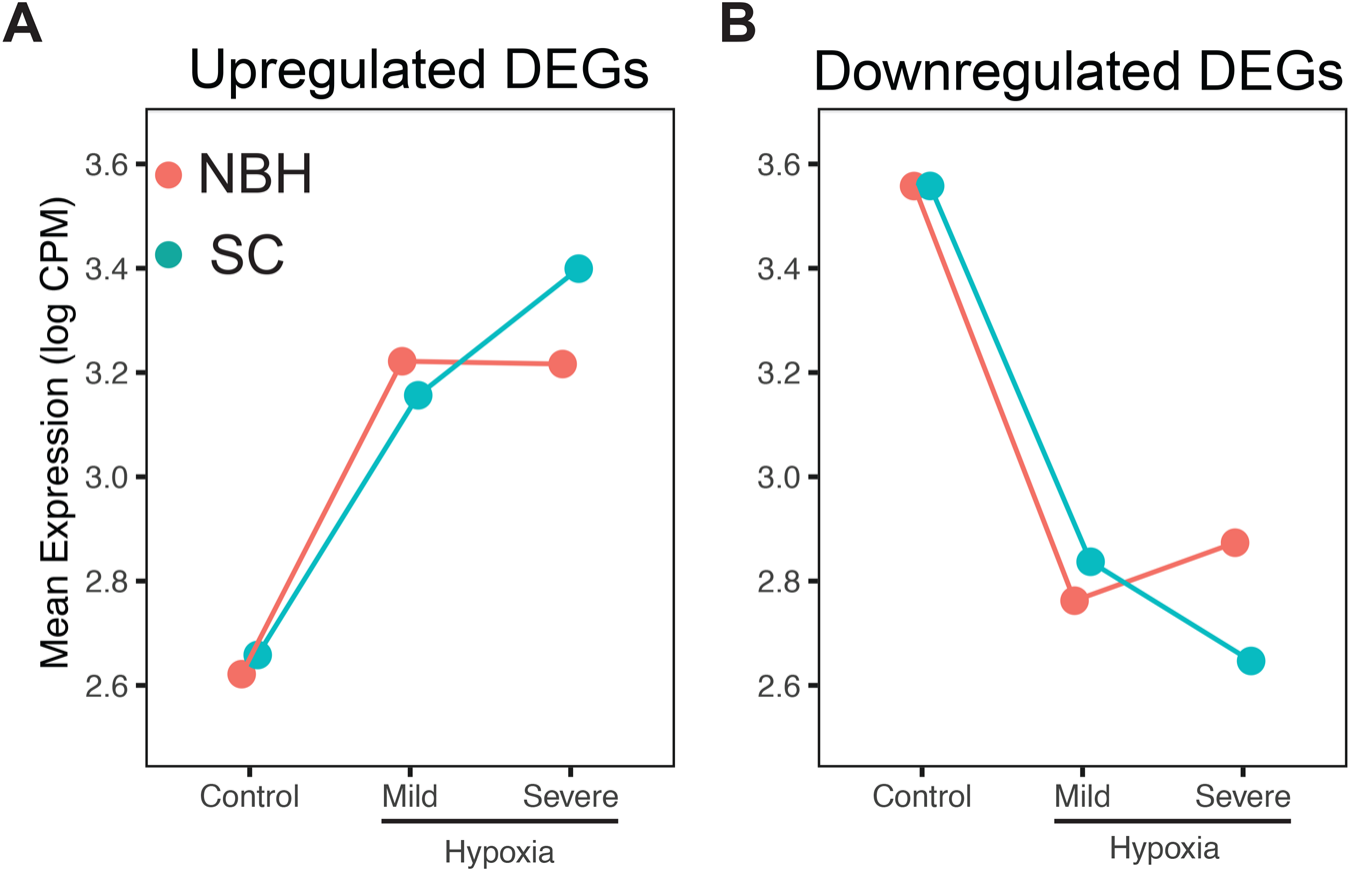
**Reaction norm plots showing gene expression patterns in response to two levels of hypoxia in NBH and SC fish.** Mean expression (Log counts per million (cpm)) of all the differential expressed genes in response to mild and severe hypoxia were plotted for up- (A) and downregulated (B) genes in NBH and SC fish.

We compared hypoxia treatment groups between populations and identified 249 DEGs under mild hypoxia in NBH compared to SC. Of these, 127 genes were upregulated, and 122 were downregulated. 

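Under mild hypoxia 170 genes differed between the populations, 94 higher and 76 lower in NBH, and 255 with 29 fish, 133 higher and 122 lower. The count was 329 without NBH mild hypoxia replicate 3, 105 without NBH mild hypoxia replicate 2 and 106 without SC mild hypoxia replicate 2. Without TMM factors 69 were higher and 152 lower in NBH. The count was 447 with DESeq2 and 72 with the total count covariate, the widest moves among the alternatives on 30 fish. Among 41 named genes with complete separation, edil3a, osmr and ccn1 differed most. By the quasi-likelihood test these differences were -5.30 (edil3a, standard error 0.85, adjusted p 0.000669), 2.85 (osmr, 0.46, adjusted p 0.000669) and -2.74 (ccn1, 0.40, adjusted p 0.000313). On chromosome 12 lie edil3a, at 28518321 to 28703482, and osmr, at 13060083 to 13076454, and ccn1 is on chromosome 9 at 4823889 to 4826595.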

Under severe hypoxia, there were 831 DEGs in NBH relative to SC, with 441 genes upregulated and 390 downregulated. 

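Under severe hypoxia the count was 996, with 531 higher and 465 lower in NBH, and 837 with 29 fish. It was 606 without SC severe hypoxia replicate 1 and 539 without SC severe hypoxia replicate 2. Fitting only these groups gave 237, and DESeq2 gave 1458. Without TMM factors 410 were higher and 671 lower in NBH, and with DESeq2 810 were higher and 648 lower. Named genes of at least 10 CPM with complete separation numbered 133, and the largest differences were in egln3, miox and ccn1. By the quasi-likelihood test miox was lower by 4.15 (standard error 1.08, adjusted p 0.0186), and ccn1 differed by -4.05 (standard error 0.42, adjusted p 1.02e-06), with means of 4.63 CPM in NBH and 76.8 in SC. Severe hypoxia raised ccn1 in SC fish by 2.74 (quasi-likelihood adjusted p 1.42e-05), and the gene was lower in NBH control fish already, by a log2 difference of -2.04 (adjusted p 0.00971).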

We pooled the DEGs of mild and severe hypoxia for GO analysis mainly due to the small number DEGs between populations exposed to mild hypoxia. DEGs that were upregulated in NBH fish were enriched MF terms such as oxidoreductase activity, iron and heme binding, and downregulated genes were enriched in MF terms that included protein tyrosine kinase and phosphatase activity, nucleic acid and chromatin binding, and electron transport chain pathways (Fig. 6). 

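Among the symbol sets, those lower in NBH under severe hypoxia by camera were the proteasome (adjusted p 8.54e-07), RNA helicases (0.00195), splicing (0.00276), V-type ATPase (0.00485) and hypoxia-inducible factor targets (0.00264). All of these were also called by fry, with adjusted p-values of 0.00500, 0.0167, 0.0145, 0.00196 and 0.000302. Median log2 differences were small, at -0.41 for the proteasome and -0.33 for the helicases, and -0.36 and -0.22 with 29 fish. Genes called lower in NBH went from 7 with 30 fish to 3 with 29 for the proteasome. They went from 6 to 1 for splicing, 5 to 4 for the helicases and 0 to 1 for V-type ATPase. Those of the hypoxia-inducible factor targets stayed at 6, against 2 between control fish. The median log2 difference of that set was -0.478 between control fish already. Under severe hypoxia it was -0.245, or -0.477 with 29 fish, so by this median the set was no lower than in control. Fisher's exact test on the lowered proteasome genes gave adjusted p-values of 0.00351 with 30 fish and 0.415 with 29. The only set called higher in NBH was the cytosolic ribosomal set under mild hypoxia (camera adjusted p 3.03e-13, fry 0.0875). Oxidoreductase, iron and heme binding, kinase, phosphatase and electron transport terms were not analysed here.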

The full list of DEGs and GO analysis results are available in the supplementary information. This analysis largely supports the findings observed within the population-level hypoxia treatment effects (described above), showing that NBH fish, on average, exhibit a muted transcriptional response to hypoxia compared to SC fish.

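The interaction of population and hypoxia was tested for each gene. In mild hypoxia 0 genes passed an adjusted p-value of 0.05, with 1046 at an unadjusted p under 0.05, and in severe hypoxia 1 gene passed, with 1491 unadjusted. The numbers with 29 fish were 1 and 2, with 1259 and 1499 unadjusted. The gene in severe hypoxia is LOC105934894, with a quasi-likelihood interaction of 2.13 (standard error 0.32, adjusted p 0.00394). Its mean was 4.87 CPM in SC control and 1.54 in SC severe hypoxia, against 3.10 and 4.26 in NBH. The gene added with 29 fish in severe hypoxia is tbx2b (interaction -4.42, quasi-likelihood adjusted p 0.00405), and that in mild hypoxia is LOC105916364 (4.47, quasi-likelihood adjusted p 0.0404).

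Counts in mild hypoxia were 17 without NBH mild hypoxia replicate 3, 2 without SC control replicate 2 and 1 without NBH mild hypoxia replicate 2. In severe hypoxia they were 8 without NBH severe hypoxia replicate 1, 3 without its replicate 2 and 2 without its replicate 5. Without SC severe hypoxia replicates 2, 4 and 5 they were 2, 3 and 6, and without SC control replicate 2 there were 4. The widest alternative was DESeq2, with 36 genes in mild and 65 in severe hypoxia. Simulated interactions were placed on these libraries in genes of at least 10 CPM. They were found for 31 of 200 genes at a log2 change of 1 and for 171 of 200 at a log2 change of 2. False calls numbered 4 and 8, and genes at lower levels were not tried.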

**Fig. 6.**
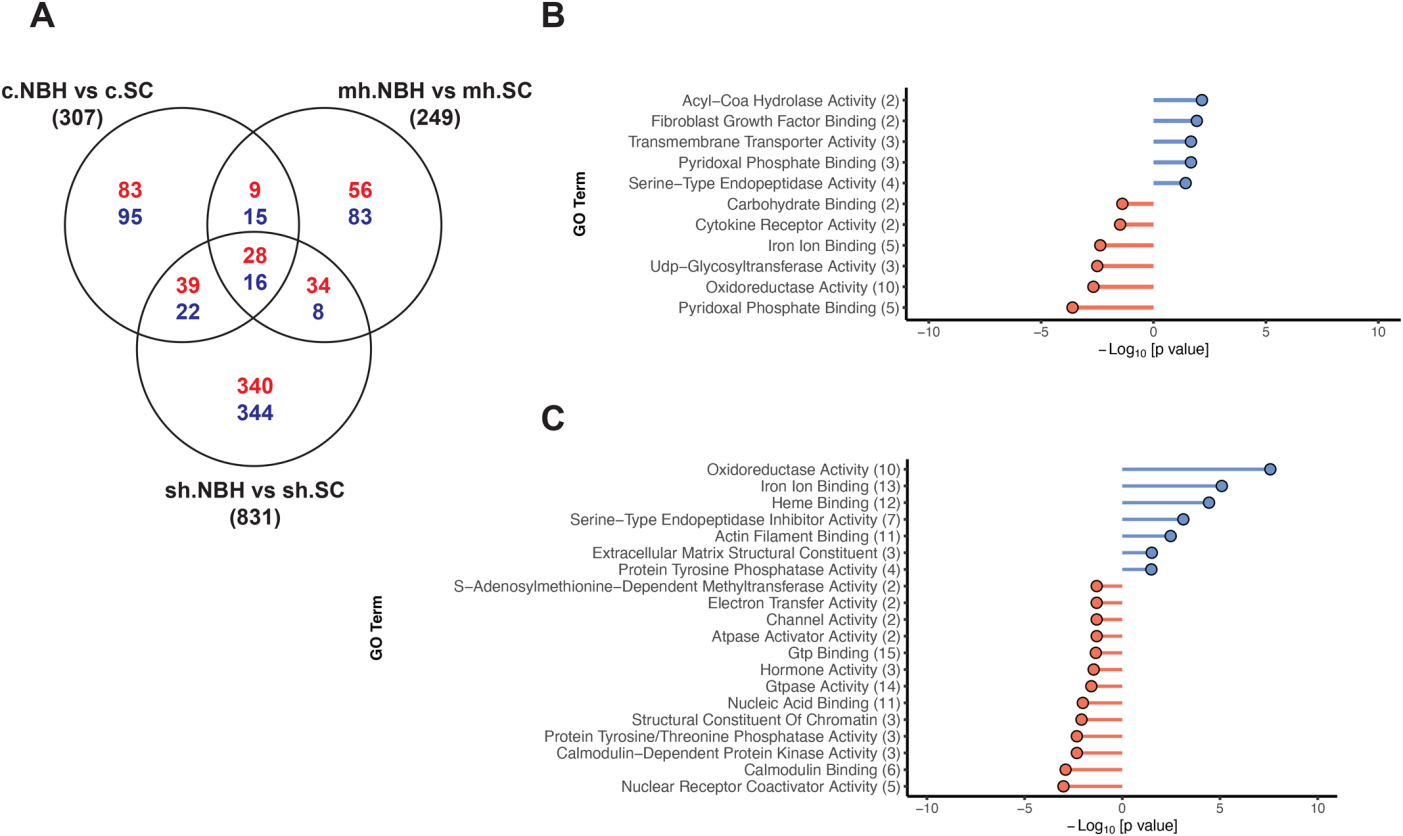
**Comparison of hypoxia treatment groups between populations.** (A) Venn diagram of differentially expressed genes (DEGs) in NBH fish in comparison to SC among control and hypoxia treatment groups. Up- and downregulated genes are in red and downregulated genes are in blue color. (B) Gene Ontology (molecular function) terms enriched among DEGs in NBH control group in comparison to SC control group and (C) Gene Ontology (molecular function) terms enriched among DEGs between NBH and SC hypoxia treatment groups. Due to small number of DEGs in mild hypoxia group, we pooled both mild and severe hypoxia groups for GO analysis. The complete list of GO biological process and molecular function terms are provided in the supplementary information. The numbers in the parenthesis represent the number of DEGs represented in each GO term. Detailed description of filtering of GO terms to remove redundancy is described in Materials and Methods. GO terms enriched among upregulated DEGs are in blue and those from downregulated genes are in red.

### Hypoxia-induced DNA methylation changes are pronounced in toxicant-resistant fish

Reduced representation bisulfite sequencing yielded 547.1 million total paired reads (14.4 to 33.3 million paired reads per sample). Of these reads, 544.5 million (99.5%) remained after quality-trimming. From the trimmed reads, 88.6% to 94.5% total reads were aligned to the *F. heteroclitus* genome. The detailed list of mapping statistics, raw and trimmed reads per sample is provided in the supplementary information (RRBS_Supplementary_information.xlsx). A total of 439,469 CpGs (5.4% of the 8,094,243 CpGs in the *F. heteroclitus* genome) had between 10× and 500× coverage in at least one sample after CpG filtering. Among them, 148,752 CpG sites (35.2% methylated and 64.8% unmethylated) were present in all samples and were used in downstream analysis.

There was no statistically significant difference in global methylation level between NBH (28.2%) and SC liver samples (28.8%). Fig. 7 shows the mean CpG methylation density plots and total number of CpG sites in all the treatment groups. Only one DMR was identified between NBH and SC fish exposed to control conditions. This DMR is in chromosome 10 in an intron of SHISA6, a gene that encodes AMPA glutamate receptor subunit (Klassen et al., 2016). This DMR also overlaps with an annotated CpG island (identified as CpG island 77 in the genome) and is hypomethylated in NBH in comparison to SC fish.

**Fig. 7.**
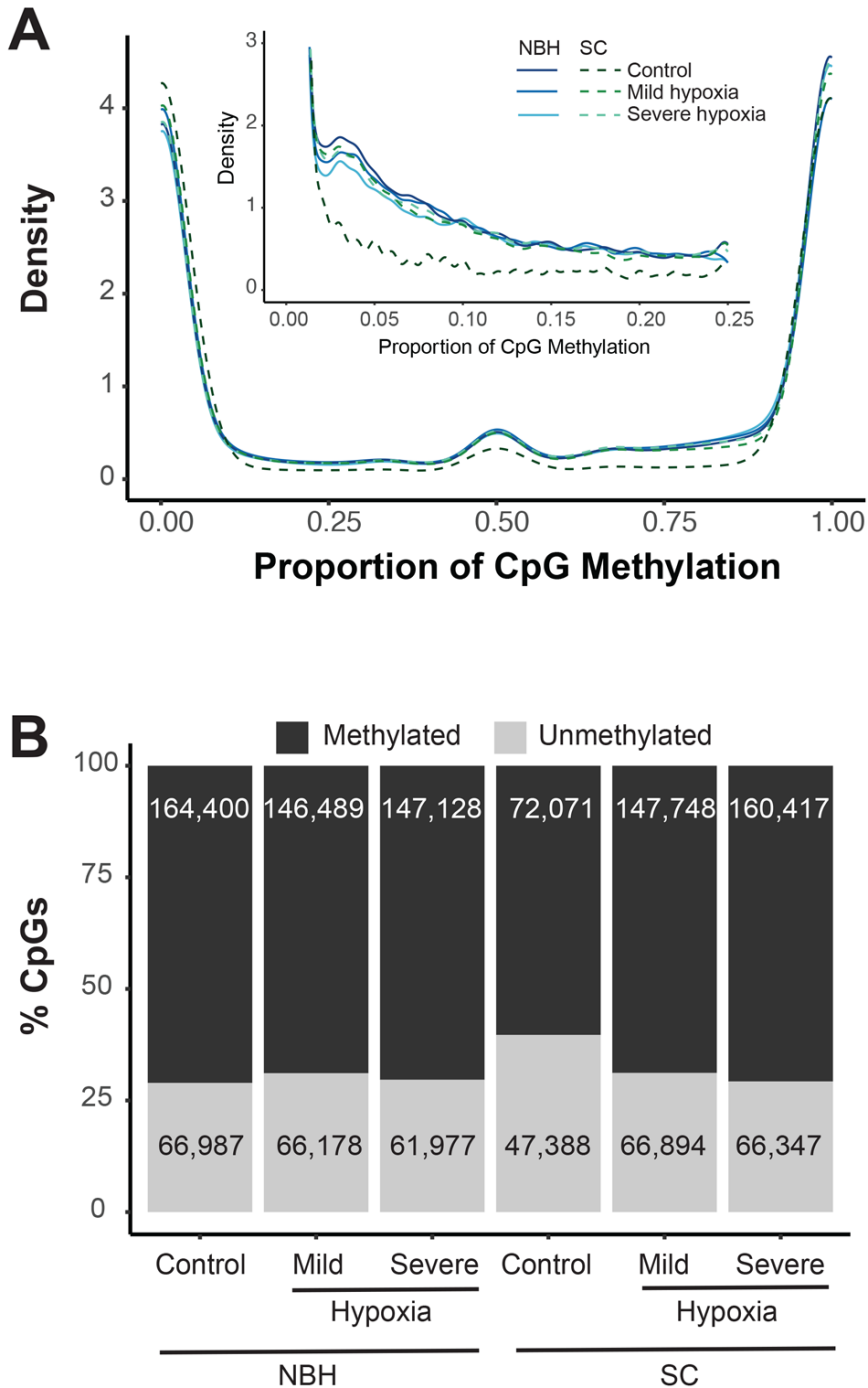
**DNA methylation landscape in *F. heteroclitus*.** (A) CpG DNA methylation density plots showing proportion of CpG methylation in different population and treatment groups. Inset shows the density plots of CpG sites with methylation levels below 25%. (B) Percent of methylated (>0% methylation; dark grey) and unmethylated (0% methylated; light grey) CpGs in various population and treatment groups. The average number of methylated and unmethylated CpGs are shown.

Hypoxia exposure did not substantially alter global DNA methylation levels in both populations. In SC fish, global CpG DNA methylation levels were 28.8% in the controls and mild hypoxia, and 29.2% in severe hypoxia group. No DMR were observed in response to mild or severe hypoxia in this population. In NBH fish, global DNA methylation level was 27.9% in the control group, 27.2% in mild hypoxia, and 29.7% in severe hypoxia. Comparison of control and mild hypoxia groups revealed 10 DMR, all of which were hypermethylated. Similar comparison between control and severe hypoxia revealed 59 DMRs. Among them five were hypomethylated and 54 were hypermethylated (Fig. 8). The majority of the NBH DMR were found in CpG islands annotated in the genome. Only two DMR were shared between the mild and severe hypoxia groups, and they were hypermethylated. The genomic coordinates of these DMR are provided in supplementary information. We did not observe any significant correlation between DNA methylation in DMRs and the expression level of the associated genes (Figs S4 and S5)

**Fig. 8.**
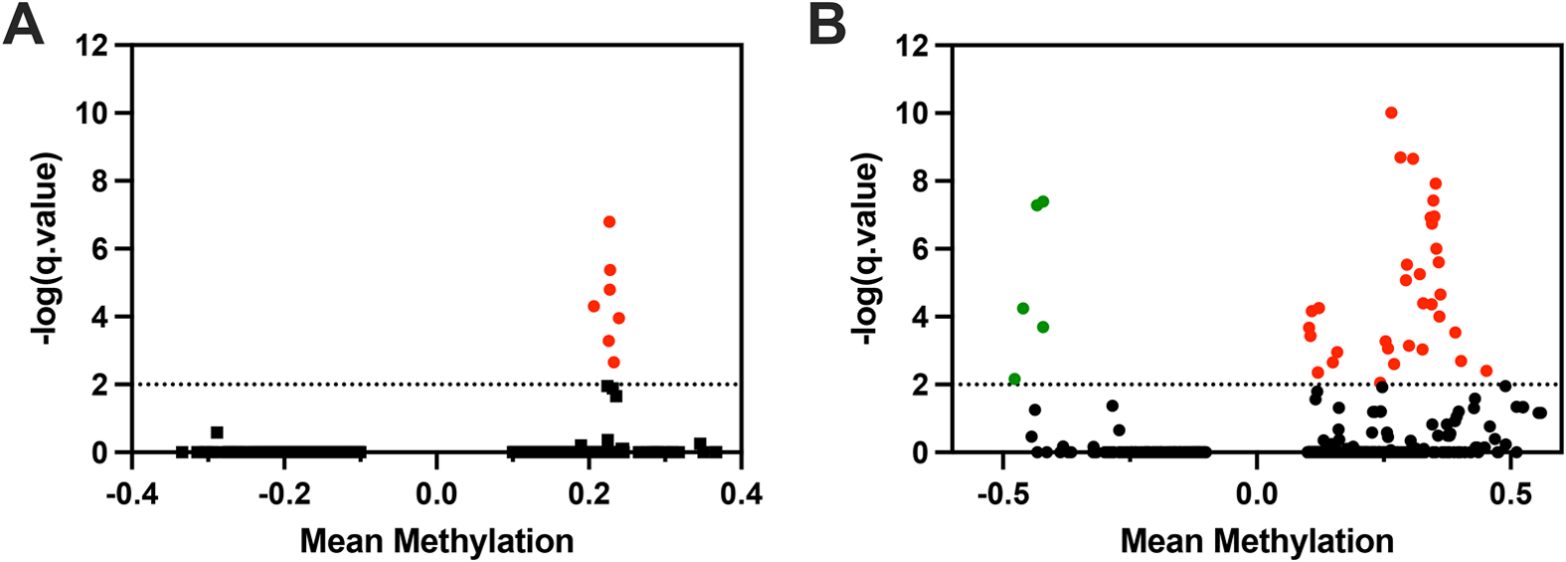
**Volcano plot showing differentially methylated regions (DMRs) in response to (A) 10% (mild) and (B) 5% (severe) hypoxia exposure in NBH fish.** Mean methylation difference (x-axis) between severe hypoxia and control group is plotted against q-value (y-axis). Each green and red spot represents a statistically significant hypo- and hypermethylated region, respectively.

## DISCUSSION

The findings from this study demonstrate a shift in physiological responses in fish adapted to toxicants and how this shift could compromise their capacity to respond to secondary stressors such as hypoxia. Our results show that both toxicant-sensitive (SC) and resistant killifish (NBH) respond to hypoxia but there are considerable differences in their responses as measured by gene expression and DNA methylation patterns. Atlantic killifish from SC show dose-dependent changes in gene expression patterns in response to hypoxia and no changes in DNA methylation patterns, whereas the fish from NBH showed a muted gene expression response to severe hypoxia suggesting compromised ability to mount a stress response. However, NBH fish showed a modest but significant DNA methylation changes in response to hypoxia. Together, these results reveal different response mechanisms and strategies to cope with hypoxia between toxicant-sensitive and toxicant-resistant fish populations.

### HIF signaling in toxicant-sensitive and toxicant-resistant populations

Transcriptional responses to hypoxia are well-documented in fish species (Qin et al., 2023; Shang et al., 2022a,b; Zhao et al., 2022; Feng et al., 2022; Beck et al., 2016), including Atlantic killifish (Flight et al., 2011; Townley et al., 2017; Thomas and Kinsey, 2024). Our findings demonstrate that both SC and NBH killifish exhibit responses to hypoxia, though their reactions differ significantly. The hypoxia-inducible transcription factors (HIF-1α, HIF-2α, HIF-3α) play a major role in the transcriptional activation of the hypoxic response (Lisy and Peet, 2008). The expression of these genes under hypoxic conditions depends on the intensity and duration of hypoxia exposure. Interestingly, we did not observe any changes in the expression of HIF1α and HIF2α genes in response to mild or severe hypoxia in either of the populations. However, we observed an increased expression of HIF3α only in NBH fish (mild hypoxia −log FC 1.75, FDR 7.45E-04; severe hypoxia −log FC 1.54, FDR 4.07E-03). 

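The genes tested were hif1aa, epas1a and epas1b, on chromosomes 19 (6740604 to 6757669), 10 (10480014 to 10501452) and 22 (37245300 to 37313146). For hif1aa the log2 fold changes were -0.33, -0.09, -0.01 and -0.21 in SC mild, SC severe, NBH mild and NBH severe hypoxia, with quasi-likelihood adjusted p-values of 0.196, 0.719, 0.982 and 0.426. For epas1a they were 0.86, 0.45, 0.66 and 0.25, with quasi-likelihood adjusted p-values of 0.0422, 0.236, 0.105 and 0.607. The epas1a call in SC mild hypoxia held in 2 of 10 fits that left out 1 fish, and without SC control replicate 3 the quasi-likelihood adjusted p was 0.110. Its interaction in mild hypoxia was -0.20 (quasi-likelihood adjusted p 0.954).

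For epas1b the log2 fold changes were 1.41, 1.56, 0.14 and 0.67, with quasi-likelihood adjusted p-values of 0.0786, 0.0243, 0.877 and 0.390. The adjusted p-values with 29 fish and the same test for epas1b in SC fish were 0.0290 in mild and 0.00660 in severe hypoxia. The severe call held in 8 of 10 fits that left out 1 fish, and the quasi-likelihood adjusted p was 0.0715 without SC control replicate 1. The interaction in severe hypoxia was -0.89 (quasi-likelihood adjusted p 0.705). Counts of epas1b are low, with 4 of 5 SC control fish at or below 3 counts and means of 0.262 and 0.802 CPM in SC control and severe hypoxia.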

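The count files hold no gene named hif3a, and the values here are those of hif1al, on chromosome 18 at 36151192 to 36176288. It rose by 1.77 in NBH mild hypoxia (standard error 0.34, quasi-likelihood adjusted p 0.000885) and by 1.68 in NBH severe hypoxia (0.34, adjusted p 0.00178). The quasi-likelihood adjusted p-values with 29 fish were 0.000717 and 0.00431. In SC fish the fold changes were -0.61 and 0.44, with quasi-likelihood adjusted p-values of 0.218 and 0.321. Its interaction was 2.38 in mild hypoxia (standard error 0.47, quasi-likelihood adjusted p 0.162) and 1.24 in severe hypoxia (adjusted p 0.328). The mild interaction passed with DESeq2 (adjusted p 0.00314).

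Means in control, mild and severe hypoxia were 72.2, 47.3 and 98.1 CPM in SC fish and 27.4, 93.3 and 87.8 in NBH fish. The NBH control level was lower than that of SC control by a log2 difference of -1.40 (standard error 0.34, quasi-likelihood adjusted p 0.0274). That difference held in 4 of 10 fits that left out 1 fish, with a quasi-likelihood adjusted p of 0.0806 without SC control replicate 3. Of the list of hif1aa, epas1a, epas1b and hif1al, 1 gene passed in each of the 4 hypoxia groups. With p-values adjusted over the list alone, 2, 1, 1 and 1 passed in SC mild, SC severe, NBH mild and NBH severe hypoxia. In the mild interaction 1 passed over the list alone, hif1al, with a quasi-likelihood adjusted p of 9.52e-05.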

A previous study in a closely related species, *Fundulus grandis*, showed no significant differences in mRNA expression of any of these HIF genes in response to hypoxia (1 mg oxygen l^−1^) after 6 and 24 h post-exposure (Murphy et al., 2023). However, studies in mammalian cell culture systems have shown differences in temporal profiles of HIF genes in response to hypoxia. In human endothelial cells, HIF-1α expression is maximal after 4 h of hypoxia and then is dramatically reduced by 8 h (Jaskiewicz et al., 2022a,b). In contrast, HIF-2α is maximal at 8 h and remains elevated up to 24 h (Jaskiewicz et al., 2022a,b; Moszynska et al., 2022). Unlike HIF-1α and -2α, moderate hypoxia exposure induced HIF3α mRNA expression within 2 h (Jaskiewicz et al., 2022a,b). However, very little is known about the functional role of HIF3α in hypoxia responses. The upregulation of HIF3α in response to hypoxia only in NBH fish suggests that adaptation to a contaminated environment may have altered its regulation, with potential implications for the hypoxia response. Further studies are needed to understand the roles of all three HIFs under different hypoxic conditions and at different life stages.

Another set of HIF pathway genes that were differentially expressed are the prolyl hydroxylase domain-containing proteins (PHD) (Fong and Takeda, 2008). There are three 2-oxoglutarate-dependent PHD proteins (PHD1, PHD2, and PHD3, encoded by *EGLN2*, *EGLN1*, and *EGLN3*, respectively) that are involved in HIFα ubiquitination and proteasomal degradation under normoxic conditions (Hoffman et al., 2001). Hypoxia has been shown to induce the expression of *EGLN1* and *-3* mRNAs, but not *EGLN2*, in several cell types (Ivan and Kaelin, 2017). In most cases, the induction of *EGLN3* mRNA is much more prominent than that of *EGLN1*. 

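In severe hypoxia egln3 rose by 8.79 in SC fish (standard error 1.01, quasi-likelihood adjusted p 1.28e-06) and by 3.62 in NBH fish (1.06, adjusted p 0.0227), on chromosome 19 at 33648879 to 33661406. Mean levels of egln3 went from 0.419 to 198 CPM in SC fish and from 0.289 to 3.59 in NBH fish, and SC severe hypoxia fish ranged from 9.22 to 504. At most 3 counts were seen in 2 of 5 SC control and 4 of 5 NBH control fish, so the folds rest on near-empty control groups. The NBH call held in 8 of 10 fits that left out 1 fish, with a quasi-likelihood adjusted p of 0.0814 without NBH severe hypoxia replicate 4. The interaction was -5.17 (standard error 1.80, quasi-likelihood adjusted p 0.298), and it passed with DESeq2 (-5.18, standard error 1.26, adjusted p 0.0252). Under severe hypoxia NBH was below SC by a log2 difference of -5.80 (0.83, adjusted p 0.000142).

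For egln1a, on chromosome 22 at 15126046 to 15139847, the log2 fold change in severe hypoxia was 1.35 in SC fish (standard error 0.30, quasi-likelihood adjusted p 0.00132). In NBH fish it was 0.81 (0.30, quasi-likelihood adjusted p 0.0664), and 0.91 with 29 fish (adjusted p 0.0350). The egln1a interaction was -0.55 (quasi-likelihood adjusted p 0.674).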

We observed a several-fold increase in the *egln3* expression (SC: log FC 8.77, FDR 1.82E-06; NBH: log FC 3.51, FDR 0.028) and modest but significant *elgn1a* upregulation in response to severe hypoxia in both populations (SC: log FC 1.33, FDR 9.59E-04; NBH: log FC 0.9, FDR 0.03). 

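In SC severe hypoxia egln2, on chromosome 18 at 22332094 to 22352789, rose by 1.25 (standard error 0.45, quasi-likelihood adjusted p 0.0359). This held in 4 of 10 fits that left out 1 fish, and the quasi-likelihood adjusted p was 0.145 without SC severe hypoxia replicate 5. In NBH fish egln2 changed by -0.64 in severe hypoxia (quasi-likelihood adjusted p 0.358) and by -1.36 in mild hypoxia (standard error 0.46, adjusted p 0.0354). The mild call also held in 4 of 10 such fits, with a quasi-likelihood adjusted p of 0.130 without NBH control replicate 4. Its interaction was -1.89 in severe hypoxia (standard error 0.64, quasi-likelihood adjusted p 0.279) and -0.72 in mild hypoxia (adjusted p 0.860). Of the egln genes 3 passed in SC severe, 1 in NBH severe and 1 in NBH mild hypoxia, and with p-values adjusted over the list alone 3, 2 and 1. In SC mild hypoxia 0 passed, with 0 at an unadjusted p under 0.05. The interaction in severe hypoxia passed for 0 egln genes, with 2 at an unadjusted p under 0.05, and for 2 with p-values adjusted over the list alone, the lowest 0.0115 in the quasi-likelihood test of egln2.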

We also observed upregulation of *egln2* (logFC 1.33, FDR 9.59E-04) in response to severe hypoxia in SC fish, while it was not significant in NBH fish. Although very little is known about the role of *egln2* in oxygen sensing and hypoxia tolerance, the differences in expression between the two populations are intriguing. It has been suggested that increase in EGLN activity during hypoxia acts as a regulatory feedback loop for fast elimination of HIF after reoxygenation (del Peso et al., 2003).

In addition to the direct regulation of HIF transcription by hypoxia, multiple signaling pathways have been shown to play a role in the regulation of HIF gene expression in a variety of model systems. These include the PI3K-mTOR, interleukin-6 (IL-6), ERK, and MAPK signaling pathways (Luo et al., 2022). We observed differential expression of several genes associated with these signaling pathways only in NBH fish, suggesting a role in adaptation to toxicants. 

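In NBH mild hypoxia mtor, on chromosome 1 at 9138449 to 9240277, rose by 0.56 (standard error 0.20, quasi-likelihood adjusted p 0.0413). This held in 4 of 10 fits that left out 1 fish, with a quasi-likelihood adjusted p of 0.108 without NBH mild hypoxia replicate 4. In NBH severe hypoxia mtor rose by 0.39 (quasi-likelihood adjusted p 0.177), or by 0.54 with 29 fish (adjusted p 0.0340). In SC fish mtor rose by 0.26 and 0.13, with quasi-likelihood adjusted p-values of 0.389 and 0.655 and interaction adjusted p-values of 0.860 and 0.784. NBH severe hypoxia raised pik3r1, on chromosome 8 at 26456197 to 26478524, by 1.71 (standard error 0.31, quasi-likelihood adjusted p 0.000735). Its other log2 fold changes were 0.57 in NBH mild, 0.72 in SC severe and 0.02 in SC mild hypoxia, with quasi-likelihood adjusted p-values of 0.178, 0.0694 and 0.980. The pik3r1 interaction in severe hypoxia was 0.99 (quasi-likelihood adjusted p 0.394).

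For akt2, on chromosome 18 at 8663005 to 8682768, the log2 fold changes were 0.87 in SC severe, 0.70 in NBH mild and 0.65 in NBH severe hypoxia, with quasi-likelihood adjusted p-values of 0.00144, 0.0129 and 0.0269. The last of these held in 6 of 10 fits that left out 1 fish, and the quasi-likelihood adjusted p was 0.0802 without NBH control replicate 1. In SC mild hypoxia akt2 changed by 0.24 (quasi-likelihood adjusted p 0.425), and its interactions were 0.45 in mild and -0.22 in severe hypoxia (adjusted p 0.736 and 0.825). Of these genes 1, 2 and 2 passed in SC severe, NBH mild and NBH severe hypoxia, and 2, 2 and 2 with p-values adjusted over the list alone. In SC mild hypoxia 0 passed, with 0 at an unadjusted p under 0.05.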

Notable among them include serine/threonine-protein kinase mTOR (*mtor*), phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit alpha (*pik3r1*) and RAC-beta serine/threonine-protein kinase (*akt2*). Despite the lack of an increase in HIF-1α expression, the differential expression of these signaling pathways suggests that NBH fish use crosstalk between multiple signaling pathways to cope with hypoxia in a way that appears to be distinct from SC fish. There is growing evidence that HIF-, PI3K-mTOR and ERK-MAPK signaling pathways act in an integrated way, influencing downstream pathways that affect cellular metabolism and survival during hypoxia (Luo et al., 2022). The differential expression of genes involved in the mTOR signaling pathway suggests disruptions in protein folding and secretion, triggering the unfolded protein response (UPR), which aids in restoring endoplasmic reticulum homeostasis (Wouters and Koritzinsky, 2008). The role of UPR in oxidative stress and hypoxia is well-established (Guan et al., 2024) and toxicant-resistant NBH fish would be an ideal model to investigate the effects of chronic exposure to toxicants on protein endoplasmic reticulum (ER) stress.

### Transcriptional responses to hypoxia

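A set of 27 known hypoxia-inducible factor targets was drawn up by symbol, of which 20 genes were tested. In SC severe hypoxia 4 of them were raised and 2 lowered, with a median log2 fold change of 0.32, and the set was not called by camera (adjusted p 0.137) but was by fry (adjusted p 0.00616). In SC mild, NBH mild and NBH severe hypoxia camera gave adjusted p-values of 0.663, 0.549 and 0.475. Between populations the set was lower in NBH control fish (camera adjusted p 0.0459, fry 0.0407). Glycolysis, blood vessel and cell cycle terms as annotated were not analysed here.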

While responses to hypoxia are well documented across various organisms, encompassing metabolic changes, angiogenesis, and vascularization (Borowiec et al., 2018, 2015; Borowiec and Scott, 2020; Luo et al., 2022), our results, based on a 6-h hypoxia exposure, revealed gene expression changes that were more focused on transcription, translation, and cell cycle-related genes, rather than the classical hypoxia responses. This contrasts with studies in *in vitro* mammalian systems, where hypoxia target genes are differentially expressed in shorter timescales (Wu and Yotnda, 2011). The lack of similar responses in our study could be due to differences in the timescales of transcription and translation between fish maintained at 20°C and mammalian cells held at 37°C (Wu and Yotnda, 2011; Wenger et al., 2015).

We analyzed population differences in response to hypoxia using two approaches: first, by comparing hypoxia responses within each population, and second, by comparing hypoxia treatments between populations. Both approaches yielded similar conclusions. SC fish exhibited dose-dependent changes in gene expression, indicating a gradual and proportional response to varying levels of hypoxia. In contrast, NBH fish demonstrated drastic gene expression changes in response to mild hypoxia, but a muted response to severe hypoxia. This pattern suggests that NBH fish have a lower tolerance threshold for hypoxic conditions and are unable to induce a robust transcriptional response to severe hypoxia. This could be potentially due to higher energetic costs for survival in contaminated environments, leading to compromised ability to respond to additional stressors (Jayasundara et al., 2017; Jasperse et al., 2023).

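Over the 4273 genes called in either SC comparison, fold changes in severe hypoxia were set against those in mild hypoxia by total least squares. The slope was 1.41 (jackknife standard error 0.28), and 1.20 to 1.52 when 1 of the 15 fish was left out. With 29 fish it was 1.40. With genes chosen on the mean response of all hypoxia groups it was 1.32, ranging from 1.17 to 1.42. A dose response over more than these levels of oxygen was not tested.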

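In NBH fish total least squares over 3607 genes gave a slope of 0.878 for severe on mild hypoxia (jackknife standard error 0.206), and 0.735 to 0.965 when 1 of the 15 fish was left out. With 29 fish the slope was 0.908, ranging from 0.776 to 0.986. With genes chosen on the mean response of all hypoxia groups it was 0.915. Without TMM factors it was 1.04, and it was also 1.04 with the total count covariate. Of the single fish, the lowest slope came without NBH mild hypoxia replicate 3 and the highest without its replicate 2. From the smaller response of NBH fish to severe than to mild hypoxia the paper proposes a lower tolerance threshold. As a possible reason it names the cost of life in a contaminated site, and neither cost nor tolerance was measured in these libraries.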

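The ABC transporter set, 23 tested genes of 33 listed, moved upward in SC mild hypoxia with 6 raised and 2 lowered (camera adjusted p 0.0279, fry 0.00134). For NBH mild hypoxia its camera adjusted p was 0.622, and the interaction in mild hypoxia was called downward by camera (adjusted p 0.0364) but not by fry (adjusted p 0.105). In SC and NBH severe hypoxia the camera adjusted p-values for ABC transporters were 0.384 and 0.649. Protein disulfide isomerases, 6 genes, moved upward in SC mild and SC severe hypoxia (camera adjusted p 0.000424 and 0.00276) and in NBH mild and NBH severe hypoxia (0.00276 and 0.000676).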

In SC fish, mild hypoxia exposure caused an overrepresentation of genes associated with efflux transporters, transcription factor activity, mRNA and nucleic acid binding, and proteasomal functions. All these functions have been previously shown to be altered by hypoxia (Kallio et al., 1999; Vadlapatla et al., 2013; Thews et al., 2008; Yfantis et al., 2023; Chee et al., 2019). For instance, efflux pumps belonging to the ATP-binding cassette (ABC) superfamily of membrane transporters are known to play a significant role in cellular protection against oxidative stress (Patak et al., 2011). Several genes within the ABC family of efflux transporters are expressed in the liver and are involved in the transport of glutathione and glucuronide conjugates (Wlcek and Stieger, 2014; Kipp and Arias, 2002; Chan and Vandeberg, 2012). These findings suggest that mild hypoxia increases reactive oxygen species (ROS), with glutathione playing a crucial role in neutralizing free radicals and protecting the liver. The glutathione conjugates are subsequently eliminated from hepatocytes by the efflux pumps, contributing to cellular detoxification (Chan and Vandeberg, 2012). Additionally, mild hypoxia caused the upregulation of genes associated with RNA polymerase II (RNAPII) general transcription factor activity and the downregulation of cis-regulatory sequence-specific DNA binding RNAPII activity. This is not surprising, given the evidence that hypoxia affects the transcription of hundreds of genes (Kindrick and Mole, 2020). 

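The 23 general transcription factor genes moved upward in SC mild hypoxia, 7 raised and 0 lowered, with a median log2 fold change of 0.41 (camera adjusted p 0.00306, fry 0.00129). Under NBH mild hypoxia 9 were raised and 0 lowered (camera adjusted p 0.00806). For SC severe hypoxia camera gave an adjusted p of 0.0692, or 0.0449 with 29 fish, and in NBH severe hypoxia 0.519. Its interaction had camera adjusted p-values of 0.868 in mild and 0.0992 in severe hypoxia. Sequence-specific DNA-binding terms were not analysed here.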

Under normoxic conditions, almost all HIF target genes display an open chromatin structure and harbor transcriptionally active but paused RNAPII (Soliman et al., 2024). Changes in the expression of RNAPII activity genes in response to hypoxia suggests the release of paused polymerase II into productive RNA synthesis by recruiting various coactivators, repressors, and chromatin remodelers, resulting in either the activation or inhibition of transcription of target genes (Soliman et al., 2024).

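Of 42 RNA helicase genes 38 were tested, and in SC severe hypoxia 20 were raised and 2 lowered (camera adjusted p 2.12e-06, fry 4.90e-05). Fisher's exact test on the raised genes gave an adjusted p of 1.90e-06. Camera adjusted p-values were 3.42e-05 in SC mild, 8.36e-08 in NBH mild and 0.00195 in NBH severe hypoxia, with 9, 20 and 7 genes raised. The helicase interaction in severe hypoxia was called downward by camera with 30 fish (adjusted p 0.00806), but not with 29 fish (0.0662) or by fry (0.142). In mild hypoxia the interaction was called upward by camera (adjusted p 0.0459) and not by fry (0.329).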

In response to severe hypoxia, SC fish showed an overrepresentation of genes associated with RNA helicases. They play an important role in cellular RNA metabolism, including transcription, pre-mRNA splicing, RNA export, storage, decay, and translation. Recently, RNA helicases have been shown to be involved in many biological processes, including DNA damage repair, cellular stress response, hypoxia and antiviral defense (Wang et al., 2021; Cai et al., 2017). Another major overrepresented group of genes in response to severe hypoxia in SC fish are the RNA binding proteins (RBPs) – important players in mRNA turnover (decay and stabilization) and translation (Mitchell and Tollervey, 2001). RNA helicases and RBPs are essential for the adaptive cellular response to hypoxia (Wang et al., 2021; Masuda et al., 2009). While there is very little understanding of the role of RBPs in environmental model species such as killifish, the upregulation of these genes in response to hypoxia suggests highly conserved cellular mechanisms.

Interestingly, the genes and pathways that were upregulated in SC fish under severe hypoxia were similarly upregulated in NBH fish exposed to mild hypoxia. This suggests that the toxicant-adapted NBH fish are more sensitive to mild hypoxia, undergoing more drastic transcriptional changes. 

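Of the 2073 genes raised in SC severe hypoxia, 1884 (90.9%) had a positive fold change in NBH mild hypoxia and 931 were called raised there. With 29 fish these were 2117 of 2337 (90.6%) and 1105. Lowered in both were 770 genes, and 13 were called in opposite directions, where 412 shared genes would be expected with independent lists. Fold changes of the pair correlated at 0.564 (Pearson) and 0.637 (Spearman), and this pair has no control fish in common. The same genes in NBH severe hypoxia were positive for 1922 of 2073 (92.7%), with 653 called raised.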

The upregulation of RNA helicases and RBPs indicates post-transcriptional regulation of pre-existing RNAs (Masuda et al., 2009), suggesting that NBH fish may reduce transcription under stress. Indeed, this was observed under severe hypoxia in NBH fish, where the number of DEGs was lower than it was in SC fish, indicating a drastic reduction in transcription.

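As numbers of genes called depend on spread and depth as well as on the size of effects, the fold changes were also compared. Over 4588 genes called in either population, the slope of NBH on SC fold changes was 0.648 in severe hypoxia (jackknife standard error 0.150), and 0.587 to 0.717 when 1 of the 20 fish was left out. With 29 fish it was 0.674 (standard error 0.161). In mild hypoxia the slope was 1.17 over 3677 genes (standard error 0.465), with a range of 0.996 to 1.45. Choosing genes on their mean response gave 0.729 in severe and 1.08 in mild hypoxia. Without TMM factors the severe slope was 0.815, and with the total count covariate the slopes were 0.703 in severe and 0.842 in mild hypoxia.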

Hypoxia exposure downregulated genes related to calcium signaling, oxidoreductase activity, and extracellular matrix (ECM) modeling proteins. These pathways were altered in both hypoxia treatments and across both populations, suggesting they are vital for cellular response to hypoxia. It is well established that hypoxia impairs mitochondrial respiration and ATP synthesis, leading to an increased production of reactive oxygen species (ROS) and calcium release from the endoplasmic reticulum into the cytosol (Luo et al., 2022). 

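Of 38 genes listed for calcium-dependent phospholipid binding 9 were tested. They moved downward in SC mild hypoxia with 4 lowered (camera adjusted p 0.0164, fry 3.88e-05) and in SC severe hypoxia with 4 lowered and 1 raised (camera adjusted p 0.0201, fry 8.19e-06). In NBH mild and severe hypoxia camera made no call (adjusted p 0.191 and 0.185), while fry did (0.0109 and 0.00617). The interaction had camera adjusted p-values of 0.206 in mild and 0.0773 in severe hypoxia. With 9 genes the set rests on few of those listed.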

The resulting elevated cytosolic calcium levels cause increased calcium uptake into mitochondria and mitochondrial calcium overload, which in turn leads to mitochondrial depolarization and the initiation of cell death (Seta et al., 2004). The decreased expression of genes associated with calcium signaling suggests an adaptation toward hypoxia tolerance. Similarly, hypoxia involves a switch from oxidative phosphorylation to glycolysis, resulting in increased production of NADH and an imbalance in the NAD+ and NADH ratio, causing altered redox potential (Li et al., 2023; Janczy-Cempa et al., 2022). These conditions favor the overexpression of many redox enzymes, such as cytochrome P450 reductase and nitroreductases. Even though these genes were not altered, genes that are dependent on NAD+ or NADH and play critical roles in metabolism were downregulated. They include *agmo* (alkylglycerol monooxygenase), *sc5d* (sterol-C5-desaturase), *hsd11b2* (11-β-hydroxysteroid dehydrogenase 2), *bdh1* (d-beta-hydroxybutyrate dehydrogenase), and *foxred1* (FAD-dependent oxidoreductase domain-containing 1) (Li et al., 2023). It remains to be determined whether the downregulation of these genes under hypoxia is adaptive or maladaptive.

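In SC fish all 5 of these genes were lowered at both levels. In mild hypoxia the log2 fold changes were -1.42 (agmo), -1.28 (sc5d), -1.53 (hsd11b2), -0.81 (bdh1) and -0.69 (foxred1), with quasi-likelihood adjusted p-values of 0.0325, 0.000448, 0.0130, 0.0236 and 0.0191. In severe hypoxia they were -2.01, -1.04, -2.09, -0.71 and -0.89 in the same order, with quasi-likelihood adjusted p-values of 0.00174, 0.000971, 0.000420, 0.0252 and 0.00140. In SC mild hypoxia agmo held in 3 and bdh1 in 7 of 10 fits that left out 1 fish, and without SC control replicate 2 their quasi-likelihood adjusted p-values were 0.0787 and 0.0950. There foxred1 held in 7, with a quasi-likelihood adjusted p of 0.0591 without SC control replicate 4. Under SC severe hypoxia bdh1 held in 8, with a quasi-likelihood adjusted p of 0.115 without SC control replicate 2.

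In NBH mild hypoxia 3 passed, sc5d at -1.19, hsd11b2 at -1.65 and foxred1 at -0.92, with quasi-likelihood adjusted p-values of 0.000659, 0.00488 and 0.00207. There bdh1 changed by -0.65 (quasi-likelihood adjusted p 0.0500, and 0.0322 with 29 fish) and agmo by -0.81 (adjusted p 0.191). In NBH severe hypoxia only foxred1 of the 5 passed, at -0.99 (standard error 0.20, quasi-likelihood adjusted p 0.00168). With p-values adjusted over the list alone, 5, 5, 4 and 2 passed in SC mild, SC severe, NBH mild and NBH severe hypoxia. The interaction passed for 0 genes in severe hypoxia, 1 of them at an unadjusted p under 0.05, and for 0 in mild hypoxia, 0 unadjusted. Positions are chromosome 3 from 38572504 to 38647152 (agmo), 11 from 1860384 to 1883178 (sc5d), 4 from 256000 to 274389 (hsd11b2), 21 from 13161802 to 13166905 (bdh1) and 11 from 4251757 to 4266590 (foxred1).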

Another significant group of genes that are commonly downregulated in response to hypoxia are ECM components genes. The ECM is a complex network of proteins and other molecules that provide structural and biochemical support to surrounding cells (Naba et al., 2012). Its composition and function are crucial for tissue integrity, cell behavior, and overall organism health (Gilkes et al., 2014). Hypoxia has been shown to cause significant effects on the ECM in various aquatic species (Mu et al., 2020; Rojas et al., 2024; Shang et al., 2022a,b; Chen et al., 2021). In addition, there is growing evidence suggesting the role of hypoxia and HIFs in reprogramming cancer cells by regulating extracellular matrix (ECM) deposition, remodeling and degradation, thereby promoting cancer metastasis (Bertout et al., 2008). We observed downregulation genes associated with collagen synthesis, which maintain the structural integrity of tissues. This could lead to weakened tissue architecture or cause tissue remodeling such as changes in vascularization, which can be adaptive to survive under hypoxic conditions. 

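The collagen genes col1a2 and col1a1b were lowered in every hypoxia group. The col1a2 log2 fold change was -4.32 in SC severe, -2.51 in NBH mild and -2.88 in NBH severe hypoxia, with quasi-likelihood adjusted p-values of 8.25e-07, 0.000289 and 0.000117. For col1a1b it was -3.36, -4.36 and -2.47 in SC mild, SC severe and NBH mild hypoxia, with quasi-likelihood adjusted p-values of 7.63e-05, 1.28e-06 and 0.000684. Mean CPM of col1a2 were 45.5, 4.45 and 2.28 in SC control, mild and severe hypoxia and 31.4, 5.49 and 4.21 in NBH fish. The collagen set interaction in severe hypoxia was called upward by camera (adjusted p 0.000324, and 0.00121 with 29 fish) but not by fry (0.107). Of its genes 13 were lowered in SC severe hypoxia.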

The molecular mechanisms associated with these changes could be either by direct regulation of ECM pathway genes by HIF proteins or indirectly by the induction of oxidative stress (Gilkes et al., 2014; Vujić et al., 2022). Overall, the effects of hypoxia on the extracellular ECM in killifish highlight the importance of this adaptive function in coastal fish species, which frequently encounter periodic hypoxic conditions.

### ARNT as a limiting factor in toxicant-resistant NBH fish

ARNT serves as a shared dimerization partner for both the AhR and HIF-1α signaling pathways, raising the possibility of competition between these pathways for ARNT. This hypothesis has been explored primarily using *in vitro* models, which demonstrate that ARNT can act as a limiting factor (Vorrink and Domann, 2014; Chan et al., 1999; Zhang et al., 2022). For instance, activation of the hypoxia pathway has been shown to inhibit AHR agonist-induced *cyp1a* upregulation, while activation of the AHR pathway has been shown to have either an additive effect (Chan et al., 1999) or no inhibitory effect on the expression of hypoxia responsive genes (Zhang et al., 2022). Similar patterns have been observed in other systems (Nie et al., 2001).

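The gene listed with the synonym CYP1A is LOC105930482, on chromosome 4 at 35460977 to 35464517. Its mean was 1069 CPM in NBH control fish and 434 in SC control fish, a log2 difference of 1.30 (standard error 0.29, quasi-likelihood adjusted p 0.0183, and 0.0101 with 29 fish). NBH control fish ranged from 722 to 1554 CPM and SC control fish from 341 to 551, so every NBH fish lay above every SC fish. The call held in 7 of 10 fits that left out 1 fish, and without NBH control replicate 4 the quasi-likelihood adjusted p was 0.0590. Under mild hypoxia the difference was 0.66 (quasi-likelihood adjusted p 0.273) and under severe hypoxia 0.86 (adjusted p 0.0664). The control groups are of laboratory-reared fish, and parental exposure was not a variable of these libraries.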

In this study, NBH fish exhibit constitutively high *cyp1a* expression compared to SC fish (log FC 1.306, FDR 0.009), suggesting that parental exposure to dioxin-like PCBs had a cross-generational effect on gene expression patterns in laboratory reared offspring. If ARNT is indeed limiting, NBH fish would be expected to show a reduced capacity for hypoxia responses. Consistent with this, we observed a muted response to severe hypoxia in NBH fish, suggesting that ARNT availability may be constrained. However, further studies are required to elucidate AHR:ARNT and HIF:ARNT protein interactions in these populations to confirm this hypothesis. 

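Between control groups the log2 difference was 0.01 for arnt (standard error 0.41, quasi-likelihood adjusted p 0.994) and 0.42 for arnt2 (0.47, adjusted p 0.778). In SC severe hypoxia arnt, on chromosome 3 at 26530765 to 26556202, rose by 1.18 (standard error 0.38, quasi-likelihood adjusted p 0.0221). That call held in 8 of 10 fits that left out 1 fish, with a quasi-likelihood adjusted p of 0.0580 without SC severe hypoxia replicate 2. In NBH mild and severe hypoxia arnt rose by 0.83 each, with quasi-likelihood adjusted p-values of 0.131 and 0.156, or 0.0309 and 0.0125 with 29 fish. The arnt interactions had quasi-likelihood adjusted p-values of 0.974 in mild and 0.870 in severe hypoxia. On an unplaced scaffold, arnt2 passed in 0 of the hypoxia comparisons, but under severe hypoxia it was higher in NBH by 1.87 (standard error 0.43, quasi-likelihood adjusted p 0.00954). Means of arnt2 are near 1 CPM.

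The ahr2 gene, on chromosome 24 at 6267335 to 6299934, rose in all 4 hypoxia groups, by 0.95, 1.32, 1.07 and 0.87 in SC mild, SC severe, NBH mild and NBH severe hypoxia. Its quasi-likelihood adjusted p-values were 0.000717, 7.27e-06, 0.000237 and 0.00174. Another tested gene, LOC105937229 on chromosome 7 at 933100 to 973166, is listed with the synonym AHR2. With all fish included, LOC105937229 passed the threshold in none of these hypoxia groups, so the rise is that of ahr2 alone.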

Basal expression levels of ARNT genes (*arnt* and *arnt2*) do not differ significantly between the two populations, though *arnt* is differentially expressed in response to hypoxia in both. These findings suggest that assessing ARNT interactions at the protein level will provide stronger evidence for its role as a limiting factor and its influence on environmental adaptation in NBH fish.

### Epigenetic changes in responses to hypoxia

Epigenetic effects, particularly DNA methylation changes in response to hypoxia, are well documented across a variety of fish species (Ragsdale et al., 2022; Thoral et al., 2022; Gu et al., 2024; Jones and Griffitt, 2022; Kelly et al., 2020). Hypoxia has been shown to cause both global and gene-specific alterations in DNA methylation patterns, which can influence gene expression, development, and stress response pathways. For instance, in species like zebrafish (*Danio rerio*) and Atlantic salmon (*Salmo salar*), hypoxic conditions have been associated with both hypermethylation and hypomethylation of key regulatory genes involved in metabolic adaptation and oxidative stress responses (Ragsdale et al., 2022; Kelly et al., 2020). These epigenetic changes are hypothesized to help fish cope with hypoxia by modulating critical pathways for survival, growth, and development.

To our knowledge, this is the first study where genome-wide DNA methylation patterns are profiled in Atlantic killifish. In this study, we hypothesized that resistant and sensitive populations of Atlantic killifish would exhibit distinct hepatic DNA methylation patterns, possibly reflecting their differential tolerance to dioxin-like PCBs. However, we did not observe distinct population differences in DNA methylation (NBH versus SC control groups), suggesting that parental exposure to dioxin-like PCBs did not have a detectable effect on DNA methylation in the offspring held under normoxic conditions.

Hypoxia exposure induced DNA methylation changes that were markedly different in the two populations. In the sensitive SC population, no differentially methylated regions (DMRs) were identified in response to either mild or severe hypoxia. In contrast, hypoxia resulted in significant changes in DNA methylation in the toxicant-resistant NBH population. Most of these DMRs are located in intronic regions and were enriched within CpG islands, which are known to play a critical role in regulating gene expression (Deaton and Bird, 2011). These findings suggest that the NBH population may have a more plastic epigenetic response to hypoxia compared to the SC population, which could reflect underlying differences in their adaptive capacities. While further research is needed to elucidate the functional consequences of these methylation changes, this study provides new insights into the epigenetic mechanisms by which fish populations respond to environmental stressors like hypoxia.

The majority of hypoxia induced DMRs are hypermethylated, supporting previous observations that hypoxia cause DNA hypermethylation (Thienpont et al., 2016; Rosa Ng and Jain, 2016; Robinson et al., 2012). Associating DMRs with genes revealed that some of the DMRs are related to genes involved in sialylation, vascularization and development. Four DMRs were associated with the gene *St6galnac3*, which is involved in the sialylation pathway. Sialylation refers to the addition of sialic acid units to oligosaccharides and glycoproteins (Li and Ding, 2019). Sialic acids moieties act as bridging molecules, facilitating communication between cells and the extracellular matrix. Additionally, one DMR was associated with *beta-chimaerin*, a protein linked to vascularization (Ben Dhaou et al., 2022). Hypoxia has been shown to influence both sialylation and vascularization processes, particularly in cancer models (Ben Dhaou et al., 2022; Jones et al., 2018), suggesting that similar mechanisms may be involved in the hypoxic responses observed in this study. However, we did not observe any significant correlation between these DNA methylation changes and expression of the associated genes. None of the 58 genes associated with DMRs in NBH fish were differentially expressed suggesting a temporal lag in DNA methylation changes and gene expression. In addition, several studies have shown that the majority of the DNA methylation changes are not correlated with gene expression (Aluru et al., 2018; Lindner et al., 2021; Bogan and Yi, 2024). This suggests that epigenetic regulation of gene expression is multilayered, with many levels of control, involving DNA methylation, histone modifications and chromatin organization.

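Methylation was not analysed here, and the genes the paper names beside methylated regions were looked up in the counts. Of those named for mild hypoxia, 3 were tested and 0 passed in NBH mild hypoxia, with 0 at an unadjusted p under 0.05. Of 30 named for severe hypoxia 17 were tested, and 0 passed in NBH severe hypoxia, with 2 at an unadjusted p under 0.05. With p-values adjusted over the list alone 0 passed. The lowest quasi-likelihood adjusted p was 0.145 for sox4a in mild and 0.0801 for LOC105935943 in severe hypoxia. The other 13 genes lay below the count filter, with at most 102 counts over all fish. Without TMM factors 5 of the 17 passed. Of the tested genes stard13a, on chromosome 11 at 17944685 to 18024696, was lowered in SC mild and SC severe hypoxia by 1.63 and 2.44 (quasi-likelihood adjusted p 0.0289 and 0.000631), with an interaction of 2.41 in severe hypoxia (adjusted p 0.172, and 0.0217 adjusted over the list alone). Without SC control replicate 1 the quasi-likelihood adjusted p of stard13a in SC mild hypoxia was 0.165. The paper proposes that methylation changes and expression changes may be apart in time, which a single time point does not test.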

While differential methylation did not correlate with gene expression changes in NBH, we observed differential expression of several chromatin modifier genes, particularly histone lysine demethylases (KDMs), in response to hypoxia in both fish populations. This is expected, as KDMs belong to the family of 2-oxoglutarate-dependent dioxygenases, which function as oxygen sensors (Kindrick and Mole, 2020). 

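Of 12 lysine demethylase genes tested, 2 passed in SC mild, 7 in SC severe, 5 in NBH mild and 4 in NBH severe hypoxia, and with 29 fish 2, 8, 5 and 6. With p-values adjusted over the list alone the numbers were 5, 8, 5 and 4. The kdm5bb gene, on chromosome 1 at 31999787 to 32036464, was raised in all 4 groups, by 0.53, 0.65, 0.63 and 0.93, with quasi-likelihood adjusted p-values of 0.00616, 0.000454, 0.00134 and 6.04e-05. Lowered in SC mild, SC severe and NBH mild hypoxia was kdm6ba, on chromosome 14 at 26118269 to 26180656, by 1.15, 0.91 and 1.51, the last with a quasi-likelihood adjusted p of 0.000763. SC severe hypoxia also raised kdm2ba, kdm5c and kdm7aa and lowered kdm4b and kdm6a, with 1.09 for kdm5c (standard error 0.22, quasi-likelihood adjusted p 0.000614). NBH mild hypoxia raised kdm7aa by 0.68 and lowered kdm3b by 0.47 and kdm6a by 0.66. NBH severe hypoxia raised kdm1a by 0.60, kdm2ab by 0.59 and kdm7aa by 0.70, with quasi-likelihood adjusted p-values of 0.0190, 0.0365 and 0.0307.

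With 30 fish kdm2aa and kdm5ba passed in 0 of the hypoxia comparisons, and with 29 fish kdm2aa passed in SC severe (quasi-likelihood adjusted p 0.0459) and NBH severe hypoxia (adjusted p 0.0239). The interaction passed for 0 genes of the list in mild and 0 in severe hypoxia, with 1 and 3 at an unadjusted p under 0.05. Adjusted over the list alone 0 and 0 passed, and with 29 fish 1 in severe hypoxia, kdm1a, with a quasi-likelihood adjusted p of 0.0422. Several of these calls depend on single fish. Without SC severe hypoxia replicate 2 the quasi-likelihood adjusted p in SC severe hypoxia was 0.171 for kdm2ba and 0.101 for kdm7aa, and without SC control replicate 3 it was 0.0595 for kdm4b. In NBH severe hypoxia the quasi-likelihood adjusted p was 0.0645 for kdm1a without NBH severe hypoxia replicate 1, 0.0994 for kdm2ab without NBH control replicate 2 and 0.105 for kdm7aa without NBH severe hypoxia replicate 2. In NBH mild hypoxia it was 0.0804 for kdm7aa without NBH control replicate 1 and 0.0515 for kdm3b without NBH mild hypoxia replicate 4. Most of the changes are below 1 in log2, and without TMM factors the kdm6a call in SC severe hypoxia went to a quasi-likelihood adjusted p of 0.436.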

The differentially expressed KDM genes include *kdm1aa*, *kdm2aa*, *kdm2ab*, *kdm2ba*, *kdm3b*, *kdm4b*, *kdm5ba*, *kdm5bb*, *kdm5c*, *kdm6a*, *kdm6ba*, and *kdm7aa*. These genes have been shown to be directly regulated by hypoxia-inducible factors (HIFs), linking their expression to the cellular response to hypoxic stress (Salminen et al., 2016; Lee et al., 2014). Given the differential expression of histone lysine demethylases in response to hypoxia, it would be intriguing to investigate the role of chromatin modifiers in the adaptation to hypoxia in environmental species, as they may be key regulators of gene expression in low-oxygen environments.

### Conclusions

This study highlights the complex and distinct physiological and epigenetic responses of Atlantic killifish populations adapted to toxicants when exposed to hypoxia. Our findings suggest that the capacity to respond to secondary stressors such as hypoxia may be altered in populations adapted to environmental contaminants. As expected, the toxicant-sensitive SC fish displayed a dose-dependent response to hypoxia exposure. However, the toxicant-resistant NBH fish, exhibited muted transcriptional responses but a more pronounced DNA methylation response to severe hypoxia, suggesting different molecular mechanisms in this population. Importantly, the differential DNA methylation patterns in response to hypoxia between the two populations indicate differences in epigenetic plasticity, which needs further investigation. A limitation of this study is the focus on liver tissue, which may not fully represent systemic responses to hypoxia. Additionally, physiological differences between the NBH and SC populations, shaped by their distinct habitats, may confound the interpretation of molecular responses. Overall, this research provides valuable insights into the diverse molecular mechanisms by which fish populations, with different environmental histories, respond to hypoxia and highlights the need for further exploration of epigenetic and chromatin-level responses in the context of environmental adaptation.

## MATERIALS AND METHODS

### Experimental fish

The animal husbandry and experimental procedures used in this study were approved by the Animal Care and Use Committee of the Woods Hole Oceanographic Institution. Mature adult male and female killifish from Scorton Creek (SC; Sandwich, MA, USA) and New Bedford Harbor (NBH; New Bedford, MA, USA) were collected during low tide in the month of June 2018 using minnow traps, as described previously (Karchner et al., 1999). The water temperature and salinity at the time of collection in NBH was 27°C and 34 parts per thousand (ppt) and in SC was 25°C and 33 ppt respectively. In NBH, fish were collected from the banks of the Acushnet River estuary (latitude 41.670, longitude −70.915) during receding tide. Fish from SC were collected from tidal pools (latitude 41.746, longitude −70.428). Fish were brought to the lab and maintained in the Redfield Laboratory (WHOI) with continuous flow-through seawater (SW) at 18–20°C, saturated dissolved oxygen (21% oxygen saturation or 7.21 mg oxygen l^−1^), and 14 h:10 h light:dark photoperiod conditions.

F1 generation of embryos from SC and NBH were obtained by *in vitro* fertilization following established protocols (Karchner et al., 1999). Briefly, four or five female fish from SC or NBH (15.5±1.2 g mean wet mass) were lightly anesthetized with Tricaine (MS222; buffered with sodium bicarbonate, Sigma-Aldrich, St. Louis, MO, USA) and oocytes were obtained for *in vitro* fertilization by gently squeezing the abdomen. Oocytes were collected in glass Petri dishes with filtered SW (30 parts per thousand; ppt). Milt was obtained by euthanizing 2-3 mature males (13.5±1.1 g mean wet mass) from the same population in MS222, dissecting out the gonads, and chopping them with a scalpel blade in seawater. A few drops of milt were added to the oocytes for fertilization. Approximately 20 min after the addition of milt, embryos were rinsed with filtered SW to remove any excess sperm. Fertilized embryos were reared at 23°C under 14 h:10 h light:dark photoperiod conditions until hatching. Larvae were raised in 2-gallon aquarium tanks in aerated seawater for 6 months. During larval rearing, fish were fed brine shrimp daily and water was exchanged every 2-3 weeks. Oxygen concentration was measured in the tanks once every 2-3 days and oxygen saturation was above 20% throughout the rearing period.

### Confirmation of toxicant resistant phenotype using quantitative real-time PCR (qRT-PCR)

A subset of F1 generation embryos from NBH and SC were exposed to either DMSO (0.01%; vehicle control) or 50 nM PCB126 from 4 h post-fertilization to 5 days post-fertilization through water borne exposure. Exposures were conducted in glass Petri dishes in 50 ml of seawater at 23°C under 14:10 h light:dark photoperiod regimen. Each treatment condition consisted of 30 embryos. At the end of the exposure, pools of six embryos were flash frozen in liquid nitrogen for RNA isolation (five replicates per treatment). Total RNA was isolated using the Aurum total RNA fatty and fibrous tissue kit (BioRad, Herculus, CA, USA) with in column DNase treatment. cDNA was prepared with using iScript cDNA synthesis kit (BioRad, CA, USA) and used in qRT-PCR to quantify *cyp1a* expression. *β-actin* was used as a housekeeping gene. The qRT-PCR primers used to amplify *cyp1a* were 5′-CTTTCACAATCCCACACTGCTC-3′ (forward primer) and 5′-GGTCTTTCCAGAGCTCTGGG -3′ (reverse primer). *β-actin* primers used were 5′-TGGAGAAGAGCTACGAGCTCC-3′ (forward primer) and 5′-CCGCAGGACTCCATTCCGAG-3′ (reverse primer). The PCR conditions used were 95°C for 3 min and 95°C for 15 s/66°C (*cyp1a* and *β-actin*) for 1 min (40 cycles). At the end of each PCR run, a melt curve analysis was performed to ensure that only a single product was amplified. Three technical replicates were used for each sample. Relative expression was normalized to that of *β-actin* {2^−ΔCt^; where ΔCt=[Ct(*cyp1a*)−Ct(*β-actin*)]}. *Cyp1a* mRNA expression levels in response to PCB126 exposure were compared to respective population controls using one-way ANOVA (GraphPad Prism version 5.3). A probability level of *P*<0.01 was considered statistically significant. The embryos from this clutch were reared for 6 months and used in hypoxia exposure experiment described below.

### Hypoxia exposure

Six-month-old killifish juveniles from SC (149±43 mg mean wet mass) and NBH (145±39 mg mean wet mass) were exposed to either mild (10% oxygen saturation, 3.46 mg O_2_ l^−1^; *n*=5 per population) or severe hypoxia (5% oxygen saturation, 1.72 mg O_2_ l^−1^ ; *n*=5 per population) for 6 h. These two hypoxia levels were chosen based on preliminary experiments with the same cohort of fish, where the loss of equilibrium (LOE) was assessed under 1% and 5% oxygen saturation in both NBH and SC fish. Six hours of exposure to 5% oxygen saturation did not cause LOE in fish from either population (*n*=5 individual fish per population), whereas 1% oxygen saturation caused LOE within 6 h in fish from both populations. The details of the results from the preliminary experiments are provided in Fig. S1.

Hypoxia exposure set up included Pyrex glass dishes (270 ml volume) equipped with oxygen sensor spots (PreSens Precision Sensing GmbH, Germany) placed inside hypoxia chambers (Stemcell Technologies) with pre-mixed air set to 5 or 10% oxygen pumped into the chambers continuously. A control group (normoxia, 20.9% oxygen saturation; *n*=5 per population) was maintained on the benchtop (Fig. 1). Prior to introducing the fish to hypoxia, 250 ml filtered seawater was added to the Pyrex glass dishes and was allowed to equilibrate overnight to ensure that the water had reached the respective treatment conditions. Oxygen levels in individual beakers were checked prior to introducing the fish using a FireString oxygen sensor (PyroScience, Germany) and were found to be at the treatment conditions in each of the individual dishes. At the start of the experiment, individual fish were quickly introduced into the Pyrex dishes and chambers closed immediately. Fish were maintained at treatment conditions for 6 h. At the end of the exposure period, oxygen levels were measured. Fish were rapidly anesthetized using a lethal dose of MS222 buffered with sodium bicarbonate. Livers were dissected and stored at −80°C until further analysis. Liver tissue was selected to quantify hypoxia-induced transcriptional and DNA methylation responses due to its central role in metabolism. Hypoxia has been widely shown to significantly impact metabolic pathways, and in toxicant-resistant killifish, studying the response to hypoxia offers valuable insights into how adaptation to toxicants influences metabolic homeostasis under low-oxygen conditions.

### Isolation of total RNA and genomic DNA from liver samples

Simultaneous isolation of genomic DNA and total RNA from liver tissues was performed using the ZR-Duet DNA/RNA Mini Prep kit (Zymo Research, CA, USA). RNA was treated with DNase during the isolation process. DNA and RNA were quantified using the Nanodrop Spectrophotometer. The quality of DNA and RNA was checked using the Agilent 4200 and 2200 Tape Station systems, respectively. The DNA and RNA integrity numbers of all samples were between 9 and 10.

### RNA sequencing

Libraries were constructed using Illumina stranded library preparation kit following manufacturer's protocol. Single end 50 bp reads were sequenced using Illumina HiSeq2500 platform. RNA sequencing library construction and sequencing were done at the Tufts University core facility.

### Reduced representation bisulfite sequencing (RRBS)

Library preparation was performed using the Premium RRBS kit (Diagenode). In brief, 100 ng DNA from each sample were enzymatically digested by the restriction enzyme MspI at 37°C for 12 h. Following ends preparation, a different set of adaptors was added to each sample and adaptor ligation was performed by the addition of ligase. Size selection of adaptor-ligated DNA fragments was performed by Agencourt AMPure XP beads (Beckman Coulter) and the DNA was eluted in Resuspension buffer (Diagenode, catalog number C02030033). Part of the eluted sample was subjected to qPCR using 2× KAPA HiFi HotStart ReadyMix (Kapa Biosystems) for quantification and subsequent pooling per nine samples. The pooling was performed according to two parameters: the Ct value and the adaptor ID of each sample. The pooling was followed by a cleanup with AMPure XP beads to reduce the volumes. Bisulfite treatment was performed, and bisulfite-converted DNA was eluted twice in BS Elution buffer (Diagenode, catalog number C02030033). Part of the bisulfite converted library was used in qPCR for the determination of the optimal cycle number for the enrichment PCR. 2× MethylTaq Plus Master Mix was used for the amplification PCR and a last cleanup with AMPure XP beads followed. PCR product was run on an 2% agarose gel to remove adaptor dimers. The quality of the final libraries was checked on an Agilent 2100 High Sensitivity DNA chip. The concentration was determined by performing qPCR on the samples using a dilution of PhiX index3 as standard. Paired end 50 bp reads were sequenced on an Illumina HiSeq4000 platform by a commercial facility (NXT-Dx, Ghent, Belgium).

### Genome information and feature tracks

The *F. heteroclitus* genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_011125445.2/) was used for all analyses. Genome feature information was pulled directly from the genome to generate gene, coding sequence (CDS), exon, and lncRNA genome feature tracks using Gnomom, RefSeq, cmsearch, and tRNAscan-SE annotations. Chromosome name and length information was also extracted from the genome to generate additional feature tracks using bedtools version 2.31.1 (Quinlan and Hall, 2010). A non-coding sequence track was created by using the complement of the CDS track (complementBed). Similarly, the intergenic genome feature track was created using the complement of the gene track. The intersection (intersectBed) between the non-coding sequence and gene tracks were used to create an intron track. All genome feature tracks are available in an Open Science Framework repository (doi.org/10.17605/OSF.IO/NZRA8).

### RNA sequencing and analysis

Raw data files were assessed for quality using FastQC version 0.11.9 (Andrews, 2010) prior to preprocessing. Preprocessing was done by trimming the adaptor sequences using Trimmomatic (version 0.25) and removing any reads with low sequence quality (Phred score <20) (Bolger et al., 2014). Trimmed sequence reads were mapped to the *F. heteroclitus* genome using the STAR aligner version 2.6.1d (Dobin and Gingeras, 2015). The number of reads mapped to annotated regions of the genome was obtained using HTSeq-count version 0.11.1 (Anders et al., 2015). Statistical analysis was conducted using edgeR version 3.40.2, a Bioconductor package (Robinson et al., 2010). Transcripts from all samples were compiled into a DGEList, and lowly expressed transcripts were filtered out using the filterByExpr function. Sample ordination was visualized using multidimensional scaling analysis with the ape version 5.8 package (Oksanen et al., 2022), revealing an outlying sample that was removed from subsequent analysis (Fig. S2). We used the quasi-likelihood model in edgeR (glmQLFTest) to perform differential gene expression analysis. Only genes with false discovery rate (FDR) of <5% were considered to be differentially expressed. Raw data has been deposited in gene expression omnibus (accession number GSE278569).

Functional annotation of DEGs was done using gene ontology (GO) biological process (GO:BP) and molecular function (GO:MF) terms. Identification of overrepresented GO terms (*P* value <0.05) among sets of DEGs was done using the enricher function in ClusterProfiler version 4.6.2 (Wu et al., 2021). The background gene list included all expressed transcripts in the filtered DGEList. Similar GO:BP or GO:MF terms were clustered based on the frequency of shared genes using the R package *rrvgo* 1.16.0 (Sayols, 2023). Representative parent terms from each cluster were chosen based on the lowest *P* value.

### DNA methylation profiling by reduced representation bisulfite sequencing (RRBS)

The Bisulfite Analysis Toolkit (BAT) (Kretzmer et al., 2017) was used for RRBS analysis. Prior to analysis, raw data was quality trimmed with TrimGalore! version 0.6.6 (Martin, 2011). Trimming was performed on non-directional (--non_directional) paired-end reads (--paired). An additional 2 bp were trimmed from the 3′ end of the first read and 5′ end of the second read (--rrbs). Sequence quality was assessed with FastQC version 0.11.9 (Andrews, 2010) and MultiQC version 1.11 (Ewels et al., 2016) after trimming.

Trimmed paired reads were aligned to the genome using BAT_mapping module specifying non-directional input (-F 2). Mapping statistics and methylation calling was done using BAT_mapping_stat and BAT_calling modules, respectively. CpG methylation data was filtered to retain only a minimum 10 and maximum 500 reads per sample (--MD_min 10, –MD_max 500 --CG). The data were sorted using bedGraphs (sortBed version 2.29.1; Quinlan and Hall, 2010) and merged into treatment-specific groups (BAT_summarize). Within each group, one sample was allowed to have missing data for a CpG locus (--mis1 1, --mis2 1). If data were missing for more than one sample at a particular CpG, it was not included in the downstream analysis. Chromosome lengths were specified (--cs) for merging methylation information accurately. BAT_overview was used to obtain average methylation rate per sample in each group, hierarchical clustering of sample methylation rates, distribution of CpG methylation, comparison of methylation rate between groups for common loci, and differences in mean methylation rate between groups. Differentially methylated regions (DMR) — defined as regions with at least 10 CpGs, a minimum methylation rate difference of 0.1, and q-value <0.05 were identified for each comparison using BAT_DMRcalling module. The closest genome feature to each DMR was characterized using closestBed.

## Supplementary Material

10.1242/biolopen.061801_sup1 Supplementary information

## References

[BIO061801C1] Able, K. W., Hagan, S. M., Kovitvongsa, K., Brown, S. A. and Lamonaca, J. C. (2007). Piscivory by the mummichog (Fundulus heteroclitus): Evidence from the laboratory and salt marshes. *J. Exp. Mar. Biol. Ecol.* 345, 26-37. 10.1016/j.jembe.2007.01.003

[BIO061801C2] Aluru, N., Karchner, S. I., Krick, K. S., Zhu, W. and Liu, J. (2018). Role of DNA methylation in altered gene expression patterns in adult zebrafish (Danio rerio) exposed to 3, 3', 4, 4', 5-pentachlorobiphenyl (PCB 126). *Environ. Epigenet.* 4, dvy005. 10.1093/eep/dvy00529686887 PMC5905506

[BIO061801C3] Anders, S., Pyl, P. T. and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169. 10.1093/bioinformatics/btu63825260700 PMC4287950

[BIO061801C4] Andrews, S. (2010). FastQC: A Quality Control Tool for High Throughput Sequence Data [Online]. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[BIO061801C5] Beck, B. H., Fuller, S. A., Li, C., Green, B. W., Zhao, H., Rawles, S. D., Webster, C. D. and Peatman, E. (2016). Hepatic transcriptomic and metabolic responses of hybrid striped bass (Morone saxatilis×Morone chrysops) to acute and chronic hypoxic insult. *Comp. Biochem. Physiol. D Genom. Proteomics* 18, 1-9. 10.1016/j.cbd.2016.01.00526851735

[BIO061801C6] Bello, S. M., Franks, D. G., Stegeman, J. J. and Hahn, M. E. (2001). Acquired resistance to Ah receptor agonists in a population of Atlantic killifish (Fundulus heteroclitus) inhabiting a marine superfund site: in vivo and in vitro studies on the inducibility of xenobiotic metabolizing enzymes. *Toxicol. Sci.* 60, 77-91. 10.1093/toxsci/60.1.7711222875

[BIO061801C7] Ben Dhaou, C., Mandi, K., Frye, M., Acheampong, A., Radi, A., De Becker, B., Antoine, M., Baeyens, N., Wittamer, V. and Parmentier, M. (2022). Chemerin regulates normal angiogenesis and hypoxia-driven neovascularization. *Angiogenesis* 25, 159-179. 10.1007/s10456-021-09818-134524600 PMC9054887

[BIO061801C8] Bertout, J. A., Patel, S. A. and Simon, M. C. (2008). The impact of O2 availability on human cancer. *Nat. Rev. Cancer* 8, 967-975. 10.1038/nrc254018987634 PMC3140692

[BIO061801C9] Bogan, S. N. and Yi, S. V. (2024). Potential role of DNA methylation as a driver of plastic responses to the environment across cells, organisms, and populations. *Genome Biol. Evol.* 16, evae022. 10.1093/gbe/evae02238324384 PMC10899001

[BIO061801C10] Bolger, A. M., Lohse, M. and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30, 2114-2120. 10.1093/bioinformatics/btu17024695404 PMC4103590

[BIO061801C11] Borowiec, B. G. and Scott, G. R. (2020). Hypoxia acclimation alters reactive oxygen species homeostasis and oxidative status in estuarine killifish (Fundulus heteroclitus). *J. Exp. Biol.* 223, jeb222877. 10.1242/jeb.22287732457064

[BIO061801C12] Borowiec, B. G. and Scott, G. R. (2021). Rapid and reversible modulation of blood haemoglobin content during diel cycles of hypoxia in killifish (Fundulus heteroclitus). *Comp. Biochem. Physiol. A Mol. Integr. Physiol.* 261, 111054. 10.1016/j.cbpa.2021.11105434384878

[BIO061801C13] Borowiec, B. G., Darcy, K. L., Gillette, D. M. and Scott, G. R. (2015). Distinct physiological strategies are used to cope with constant hypoxia and intermittent hypoxia in killifish (Fundulus heteroclitus). *J. Exp. Biol.* 218, 1198-1211.25722002 10.1242/jeb.114579

[BIO061801C14] Borowiec, B. G., McClelland, G. B., Rees, B. B. and Scott, G. R. (2018). Distinct metabolic adjustments arise from acclimation to constant hypoxia and intermittent hypoxia in estuarine killifish (Fundulus heteroclitus). *J. Exp. Biol.* 221, jeb190900. 10.1242/jeb.19090030518600

[BIO061801C15] Borowiec, B. G., Hoffman, R. D., Hess, C. D., Galvez, F. and Scott, G. R. (2020). Interspecific variation in hypoxia tolerance and hypoxia acclimation responses in killifish from the family Fundulidae. *J. Exp. Biol.* 223, jeb209692. 10.1242/jeb.20969231988166 PMC7044458

[BIO061801C16] Cai, W., Xiong Chen, Z., Rane, G., Satendra Singh, S., Choo, Z., Wang, C., Yuan, Y., Zea Tan, T., Arfuso, F., Yap, C. T. et al. (2017). Wanted DEAD/H or alive: helicases winding up in cancers. *J. Natl. Cancer Inst.* 109, djw278. 10.1093/jnci/djw27828122908

[BIO061801C17] Chan, J. and Vandeberg, J. L. (2012). Hepatobiliary transport in health and disease. *Clin. Lipidol.* 7, 189-202. 10.2217/clp.12.1222859919 PMC3408080

[BIO061801C18] Chan, W. K., Yao, G., Gu, Y. Z. and Bradfield, C. A. (1999). Cross-talk between the aryl hydrocarbon receptor and hypoxia inducible factor signaling pathways. Demonstration of competition and compensation. *J. Biol. Chem.* 274, 12115-12123. 10.1074/jbc.274.17.1211510207038

[BIO061801C19] Chee, N. T., Lohse, I. and Brothers, S. P. (2019). mRNA-to-protein translation in hypoxia. *Mol. Cancer* 18, 49. 10.1186/s12943-019-0968-430925920 PMC6441220

[BIO061801C20] Chen, G., Pang, M., Yu, X., Wang, J. and Tong, J. (2021). Transcriptome sequencing provides insights into the mechanism of hypoxia adaption in bighead carp (Hypophthalmichthys nobilis). *Comp. Biochem. Physiol. D Genomics Proteomics* 40, 100891. 10.1016/j.cbd.2021.10089134404015

[BIO061801C21] Deaton, A. M. and Bird, A. (2011). CpG islands and the regulation of transcription. *Genes Dev.* 25, 1010-1022. 10.1101/gad.203751121576262 PMC3093116

[BIO061801C22] del Peso, L., Castellanos, M. C., Temes, E., Martin-Puig, S., Cuevas, Y., Olmos, G. and Landazuri, M. O. (2003). The von Hippel Lindau/hypoxia-inducible factor (HIF) pathway regulates the transcription of the HIF-proline hydroxylase genes in response to low oxygen. *J. Biol. Chem.* 278, 48690-48695. 10.1074/jbc.M30886220014506252

[BIO061801C23] Dobin, A. and Gingeras, T. R. (2015). Mapping RNA-seq reads with STAR. *Curr. Protoc. Bioinformatics* 51, 11.14.11-11.14.19. 10.1002/0471250953.bi1114s51PMC463105126334920

[BIO061801C24] Du, S. N., Mahalingam, S., Borowiec, B. G. and Scott, G. R. (2016). Mitochondrial physiology and reactive oxygen species production are altered by hypoxia acclimation in killifish (Fundulus heteroclitus). *J. Exp. Biol.* 219, 1130-1138.26896545 10.1242/jeb.132860

[BIO061801C25] Ewels, P., Magnusson, M., Lundin, S. and Kaller, M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* 32, 3047-3048. 10.1093/bioinformatics/btw35427312411 PMC5039924

[BIO061801C26] Feng, C., Li, X., Sha, H., Luo, X., Zou, G. and Liang, H. (2022). Comparative transcriptome analysis provides novel insights into the molecular mechanism of the silver carp (Hypophthalmichthys molitrix) brain in response to hypoxia stress. *Comp. Biochemi. Physiol. Part D Genomics Proteomics* 41, 100951. 10.1016/j.cbd.2021.10095134923202

[BIO061801C27] Flight, P. A., Nacci, D., Champlin, D., Whitehead, A. and Rand, D. M. (2011). The effects of mitochondrial genotype on hypoxic survival and gene expression in a hybrid population of the killifish, Fundulus heteroclitus. *Mol. Ecol.* 20, 4503-4520. 10.1111/j.1365-294X.2011.05290.x21980951 PMC3292440

[BIO061801C28] Fong, G. H. and Takeda, K. (2008). Role and regulation of prolyl hydroxylase domain proteins. *Cell Death Differ.* 15, 635-641. 10.1038/cdd.2008.1018259202

[BIO061801C29] Gilkes, D. M., Semenza, G. L. and Wirtz, D. (2014). Hypoxia and the extracellular matrix: drivers of tumour metastasis. *Nat. Rev. Cancer* 14, 430-439. 10.1038/nrc372624827502 PMC4283800

[BIO061801C30] Gu, Y., Jin, C. X., Tong, Z. H., Jiang, T., Yao, F. C., Zhang, Y., Huang, J., Song, F. B., Sun, J. L. and Luo, J. (2024). Expression of genes related to gonadal development and construction of gonadal DNA methylation maps of Trachinotus blochii under hypoxia. *Sci. Total Environ.* 935, 173172. 10.1016/j.scitotenv.2024.17317238740210

[BIO061801C31] Guan, L., Ge, R. and Ma, S. (2024). Newsights of endoplasmic reticulum in hypoxia. *Biomed. Pharmacother.* 175, 116812. 10.1016/j.biopha.2024.11681238781866

[BIO061801C32] Harishchandra, A., Di Giulio, R. T. and Jayasundara, N. (2024). Transcriptomic and methylomic analyses show significant shifts in biosynthetic processes and reduced intrapopulation gene expression variance in PAH-Adapted atlantic killifish. *Environ. Sci. Technol.* 58, 20859-20872. 10.1021/acs.est.4c0684539552013 PMC11651382

[BIO061801C33] Hoffman, M. A., Ohh, M., Yang, H., Klco, J. M., Ivan, M. and Kaelin, W. G., Jr. (2001). von Hippel-Lindau protein mutants linked to type 2C VHL disease preserve the ability to downregulate HIF. *Hum. Mol. Genet.*, 10: 1019-1027. 10.1093/hmg/10.10.101911331612

[BIO061801C34] Ivan, M. and Kaelin, W. G.Jr (2017). The EGLN-HIF O(2)-sensing system: multiple inputs and feedbacks. *Mol. Cell* 66, 772-779. 10.1016/j.molcel.2017.06.00228622522 PMC5613951

[BIO061801C35] Janczy-Cempa, E., Mazuryk, O., Kania, A. and Brindell, M. (2022). Significance of specific oxidoreductases in the design of hypoxia-activated prodrugs and fluorescent turn off-on probes for hypoxia imaging. *Cancers (Basel)* 14, 2686. 10.3390/cancers1411268635681666 PMC9179281

[BIO061801C36] Jaskiewicz, M., Moszynska, A., Kroliczewski, J., Cabaj, A., Bartoszewska, S., Charzynska, A., Gebert, M., Dabrowski, M., Collawn, J. F. and Bartoszewski, R. (2022a). The transition from HIF-1 to HIF-2 during prolonged hypoxia results from reactivation of PHDs and HIF1A mRNA instability. *Cell. Mol. Biol. Lett.* 27, 109. 10.1186/s11658-022-00408-736482296 PMC9730601

[BIO061801C37] Jaskiewicz, M., Moszynska, A., Serocki, M., Kroliczewski, J., Bartoszewska, S., Collawn, J. F. and Bartoszewski, R. (2022b). Hypoxia-inducible factor (HIF)-3a2 serves as an endothelial cell fate executor during chronic hypoxia. *EXCLI J.* 21, 454-469.35391921 10.17179/excli2021-4622PMC8983852

[BIO061801C38] Jasperse, L., Di Giulio, R. T. and Jayasundara, N. (2023). Bioenergetic effects of polycyclic aromatic hydrocarbon resistance manifest later in life in offspring of fundulus heteroclitus from the elizabeth river. *Environ. Sci. Technol.* 57, 15806-15815. 10.1021/acs.est.3c0361037818763 PMC10733968

[BIO061801C39] Jayasundara, N., Fernando, P. W., Osterberg, J. S., Cammen, K. M., Schultz, T. F. and Di Giulio, R. T. (2017). Cost of tolerance: physiological consequences of evolved resistance to inhabit a polluted environment in teleost fish fundulus heteroclitus. *Environ. Sci. Technol.* 51, 8763-8772. 10.1021/acs.est.7b0191328682633 PMC5745795

[BIO061801C40] Jones, E. R. and Griffitt, R. J. (2022). Oil and hypoxia alter DNA methylation and transcription of genes related to neurological function in larval Cyprinodon variegatus. *Aquat. Toxicol.* 251, 106267. 10.1016/j.aquatox.2022.10626736058102

[BIO061801C41] Jones, R. B., Dorsett, K. A., Hjelmeland, A. B. and Bellis, S. L. (2018). The ST6Gal-I sialyltransferase protects tumor cells against hypoxia by enhancing HIF-1a signaling. *J. Biol. Chem.* 293, 5659-5667. 10.1074/jbc.RA117.00119429475939 PMC5900773

[BIO061801C42] Kallio, P. J., Wilson, W. J., O'Brien, S., Makino, Y. and Poellinger, L. (1999). Regulation of the hypoxia-inducible transcription factor 1alpha by the ubiquitin-proteasome pathway. *J. Biol. Chem.* 274, 6519-6525. 10.1074/jbc.274.10.651910037745

[BIO061801C43] Karchner, S. I., Powell, W. H. and Hahn, M. E. (1999). Identification and functional characterization of two highly divergent aryl hydrocarbon receptors (AHR1 and AHR2) in the teleost Fundulus heteroclitus. Evidence for a novel subfamily of ligand-binding basic helix loop helix-Per-ARNT-Sim (bHLH-PAS) factors. *J. Biol. Chem.* 274, 33814-33824. 10.1074/jbc.274.47.3381410559277

[BIO061801C44] Kelly, T., Johnsen, H., Burgerhout, E., Tveiten, H., Thesslund, T., Andersen, O. and Robinson, N. (2020). Low oxygen stress during early development influences regulation of hypoxia-response genes in farmed atlantic salmon (Salmo salar). *G3 (Bethesda)* 10, 3179-3188. 10.1534/g3.120.40145932636218 PMC7466997

[BIO061801C45] Kimball, M. E. and Able, K. W. (2007). Nekton utilization of intertidal salt marsh creeks: Tidal influences in natural Spartina, invasive Phragmites, and marshes treated for Phragmites removal. *J. Exp. Mar. Biol. Ecol.* 346, 87-101. 10.1016/j.jembe.2007.03.006

[BIO061801C46] Kindrick, J. D. and Mole, D. R. (2020). Hypoxic regulation of gene transcription and chromatin: cause and effect. *Int. J. Mol. Sci.* 21, 8320. 10.3390/ijms2121832033171917 PMC7664190

[BIO061801C47] Kipp, H. and Arias, I. M. (2002). Trafficking of canalicular ABC transporters in hepatocytes. *Annu. Rev. Physiol.* 64, 595-608. 10.1146/annurev.physiol.64.081501.15579311826281

[BIO061801C102] Klassen, R. V., Stroeder, J., Coussen, F., Hafner, A. S., Petersen, J. D., Renancio, C., Schmitz, L. J., Normand, E., Lodder, J. C., Rotaru, D. C., Rao-Ruiz, P., Spijker, S., Mansvelder, H. D., Choquet, D. and Smit, A. B. (2016). Shisa6 traps AMPA receptors at postsynaptic sites and prevents their desensitization during synaptic activity. *Nat Commun.* 7, 10682.26931375 10.1038/ncomms10682PMC4778035

[BIO061801C48] Kraemer, L. D. and Schulte, P. M. (2004). Prior PCB exposure suppresses hypoxia-induced up-regulation of glycolytic enzymes in Fundulus heteroclitus. *Comp. Biochem. Physiol. C Toxicol. Pharmacol.* 139, 23-29. 10.1016/j.cca.2004.08.01515556062

[BIO061801C49] Kretzmer, H., Otto, C. and Hoffmann, S. (2017). BAT: Bisulfite Analysis Toolkit: BAT is a toolkit to analyze DNA methylation sequencing data accurately and reproducibly. It covers standard processing and analysis steps from raw read mapping up to annotation data integration and calculation of correlating DMRs. *F1000Res* 6, 1490. 10.12688/f1000research.12302.128979767 PMC5590080

[BIO061801C50] Lau, S. C., Mehdi, H., Bragg, L. M., Servos, M. R., Balshine, S. and Scott, G. R. (2021). Exposure to wastewater effluent disrupts hypoxia responses in killifish (Fundulus heteroclitus). *Environ. Pollut.* 284, 117373. 10.1016/j.envpol.2021.11737334077896

[BIO061801C51] Lee, H. Y., Choi, K., Oh, H., Park, Y. K. and Park, H. (2014). HIF-1-dependent induction of Jumonji domain-containing protein (JMJD) 3 under hypoxic conditions. *Mol. Cells* 37, 43-50. 10.14348/molcells.2014.225024552709 PMC3907005

[BIO061801C52] Li, F. and Ding, J. (2019). Sialylation is involved in cell fate decision during development, reprogramming and cancer progression. *Protein Cell* 10, 550-565. 10.1007/s13238-018-0597-530478534 PMC6626595

[BIO061801C53] Li, L., Shen, S., Bickler, P., Jacobson, M. P., Wu, L. F. and Altschuler, S. J. (2023). Searching for molecular hypoxia sensors among oxygen-dependent enzymes. *eLife* 12, e87705. 10.7554/eLife.8770537494095 PMC10371230

[BIO061801C54] Lindberg, C. D., Jayasundara, N., Kozal, J. S., Leuthner, T. C. and Di Giulio, R. T. (2017). Resistance to polycyclic aromatic hydrocarbon toxicity and associated bioenergetic consequences in a population of Fundulus heteroclitus. *Ecotoxicology* 26, 435-448. 10.1007/s10646-017-1775-628213827 PMC5398948

[BIO061801C55] Lindner, M., Verhagen, I., Viitaniemi, H. M., Laine, V. N., Visser, M. E., Husby, A. and van Oers, K. (2021). Temporal changes in DNA methylation and RNA expression in a small song bird: within- and between-tissue comparisons. *BMC Genomics* 22, 36. 10.1186/s12864-020-07329-933413102 PMC7792223

[BIO061801C56] Lisy, K. and Peet, D. J. (2008). Turn me on: regulating HIF transcriptional activity. *Cell Death Differ.* 15, 642-649. 10.1038/sj.cdd.440231518202699

[BIO061801C57] Luo, Z., Tian, M., Yang, G., Tan, Q., Chen, Y., Li, G., Zhang, Q., Li, Y., Wan, P. and Wu, J. (2022). Hypoxia signaling in human health and diseases: implications and prospects for therapeutics. *Signal. Transduct. Target Ther.* 7, 218. 10.1038/s41392-022-01080-135798726 PMC9261907

[BIO061801C58] Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnetjournal* 17, 10-12.

[BIO061801C59] Masuda, K., Abdelmohsen, K. and Gorospe, M. (2009). RNA-binding proteins implicated in the hypoxic response. *J. Cell. Mol. Med.* 13, 2759-2769. 10.1111/j.1582-4934.2009.00842.x19583805 PMC2832090

[BIO061801C60] Mitchell, P. and Tollervey, D. (2001). mRNA turnover. *Curr. Opin. Cell Biol.* 13, 320-325. 10.1016/S0955-0674(00)00214-311343902

[BIO061801C61] Moszynska, A., Jaskiewicz, M., Serocki, M., Cabaj, A., Crossman, D. K., Bartoszewska, S., Gebert, M., Dabrowski, M., Collawn, J. F. and Bartoszewski, R. (2022). The hypoxia-induced changes in miRNA-mRNA in RNA-induced silencing complexes and HIF-2 induced miRNAs in human endothelial cells. *FASEB J.* 36, e22412. 10.1096/fj.202101987R35713587 PMC9220987

[BIO061801C62] Mu, Y., Li, W., Wei, Z., He, L., Zhang, W. and Chen, X. (2020). Transcriptome analysis reveals molecular strategies in gills and heart of large yellow croaker (Larimichthys crocea) under hypoxia stress. *Fish Shellfish Immunol.* 104, 304-313. 10.1016/j.fsi.2020.06.02832544557

[BIO061801C63] Murphy, T. E., Harris, J. C. and Rees, B. B. (2023). Hypoxia-inducible factor 1 alpha protein increases without changes in mRNA during acute hypoxic exposure of the Gulf killifish, Fundulus grandis. *Biol. Open* 12, bio060167. 10.1242/bio.06016738116983 PMC10805151

[BIO061801C64] Naba, A., Clauser, K. R., Hoersch, S., Liu, H., Carr, S. A. and Hynes, R. O. (2012). The matrisome: in silico definition and in vivo characterization by proteomics of normal and tumor extracellular matrices. *Mol. Cell. Proteomics* 11, M111.014647. 10.1074/mcp.M111.014647PMC332257222159717

[BIO061801C65] Nacci, D. E., Champlin, D. and Jayaraman, S. (2010). Adaptation of the Estuarine Fish Fundulus heteroclitus (Atlantic Killifish) to Polychlorinated Biphenyls (PCBs). *Estuaries Coasts* 33, 853-864. 10.1007/s12237-009-9257-6

[BIO061801C66] Nie, M., Blankenship, A. L. and Giesy, J. P. (2001). Interactions between aryl hydrocarbon receptor (AhR) and hypoxia signaling pathways. *Environ. Toxicol. Pharmacol.* 10, 17-27. 10.1016/S1382-6689(01)00065-511382553

[BIO061801C67] Oksanen, J., Simpson, G., Blanchet, F., Kindt, R., Legendre, P., Minchin, P., O'hara, R., Solymos, P., Stevens, M., Szoecs, E., Wagner, H., Barbour, M., Bedward, M., Bolker, B., Borcard, D., Carvalho, G., Chirico, M., De Caceres, M., Durand, S., Evangelista, H., FitzJohn, R., Friendly, M., Furneaux, B., Hannigan, G., Hill, M., Lahti, L., McGlinn, D., Ouellette, M., Ribeiro Cunha, E., Smith, T., Stier, A., Ter Braak, C. and Weedon, J. vegan: Community Ecology Package. R package version 2.6–5 ed. https://github.com/vegandevs/vegan2023.

[BIO061801C68] Patak, P., Jin, F., Schafer, S. T., Metzen, E. and Hermann, D. M. (2011). The ATP-binding cassette transporters ABCB1 and ABCC1 are not regulated by hypoxia in immortalised human brain microvascular endothelial cells. *Exp. Transl. Stroke Med.* 3, 12. 10.1186/2040-7378-3-1222029974 PMC3213079

[BIO061801C69] Qin, H., Zhang, X., Xie, T., Gao, Y., Li, J. and Jia, Y. (2023). Hepatic transcriptomic analysis reveals that Hif1α/ldha signal is involved in the regulation of hypoxia stress in black rockfish Sebastes schlegelii. *Comp. Biochem. Physiol. Part D: Genomics and Proteomics\* 47, 101098. 10.1016/j.cbd.2023.10109837229966

[BIO061801C70] Quinlan, A. R. and Hall, I. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841-842. 10.1093/bioinformatics/btq03320110278 PMC2832824

[BIO061801C71] Ragsdale, A., Ortega-Recalde, O., Dutoit, L., Besson, A. A., Chia, J. H. Z., King, T., Nakagawa, S., Hickey, A., Gemmell, N. J., Hore, T. et al. (2022). Paternal hypoxia exposure primes offspring for increased hypoxia resistance. *BMC Biol.* 20, 185. 10.1186/s12915-022-01389-x36038899 PMC9426223

[BIO061801C72] Reid, N. M., Proestou, D. A., Clark, B. W., Warren, W. C., Colbourne, J. K., Shaw, J. R., Karchner, S. I., Hahn, M. E., Nacci, D., Oleksiak, M. F. et al. (2016). The genomic landscape of rapid repeated evolutionary adaptation to toxic pollution in wild fish. *Science* 354, 1305-1308. 10.1126/science.aah499327940876 PMC5206662

[BIO061801C73] Ridgway, M. R. and Scott, G. R. (2023). Constant temperature and fluctuating temperature have distinct effects on hypoxia tolerance in killifish (Fundulus heteroclitus). *J. Exp. Biol.* 226, jeb245425. 10.1242/jeb.24542537073679

[BIO061801C74] Robinson, C. M., Neary, R., Levendale, A., Watson, C. J. and Baugh, J. A. (2012). Hypoxia-induced DNA hypermethylation in human pulmonary fibroblasts is associated with Thy-1 promoter methylation and the development of a pro-fibrotic phenotype. *Respir. Res.* 13, 74. 10.1186/1465-9921-13-7422938014 PMC3519562

[BIO061801C75] Robinson, M. D., McCarthy, D. J. and Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308 PMC2796818

[BIO061801C76] Rojas, M., Salvatierra, R., Smok, C., Sandoval, C., Souza-Mello, V. and del Sol, M. (2024). Effect of hypoxia on the post-hatching growth of the body of the fry and the caudal fin of the Atlantic Salmon (Salmo salar). *Front. Mar. Sci.* 11, 1425671. 10.3389/fmars.2024.1425671

[BIO061801C77] Rosa, Ng, M. and Jain, R. K. (2016). Hypoxia-induced DNA hypermethylation: another reason to normalize tumor vessels. *Transl. Cancer Res.* 5, S1358-S1362. 10.21037/tcr.2016.12.72

[BIO061801C78] Salminen, A., Kaarniranta, K. and Kauppinen, A. (2016). Hypoxia-inducible histone lysine demethylases: impact on the aging process and age-related diseases. *Aging Dis.* 7, 180-200. 10.14336/AD.2015.092927114850 PMC4809609

[BIO061801C79] Sayols, S. (2023). rrvgo: a Bioconductor package for interpreting lists of Gene Ontology terms. *MicroPubl. Biol.* 10.17912/micropub.biology.000811PMC1015505437151216

[BIO061801C80] Seta, K. A., Yuan, Y., Spicer, Z., Lu, G., Bedard, J., Ferguson, T. K., Pathrose, P., Cole-Strauss, A., Kaufhold, A. and Millhorn, D. E. (2004). The role of calcium in hypoxia-induced signal transduction and gene expression. *Cell Calcium* 36, 331-340. 10.1016/j.ceca.2004.02.00615261489

[BIO061801C81] Shang, F., Bao, M., Liu, F., Hu, Z., Wang, S., Yang, X., Yu, Y., Zhang, H., Jiang, C., Qiu, X. et al. (2022a). Transcriptome profiling of tiger pufferfish (Takifugu rubripes) gills in response to acute hypoxia. *Aquaculture* 557, 738324. 10.1016/j.aquaculture.2022.738324

[BIO061801C82] Shang, F., Lu, Y., Li, Y., Han, B., Wei, R., Liu, S., Liu, Y., Liu, Y. and Wang, X. (2022b). Transcriptome analysis identifies key metabolic changes in the brain of Takifugu rubripes in response to chronic hypoxia. *Genes (Basel)* 13, 1347. 10.3390/genes1308134736011255 PMC9407616

[BIO061801C83] Soliman, S. H. A., Iwanaszko, M., Zheng, B., Gold, S., Howard, B. C., Das, M., Chakrabarty, R. P., Chandel, N. S. and Shilatifard, A. (2024). Transcriptional elongation control of hypoxic response. *Proc. Natl. Acad. Sci. USA* 121, e2321502121. 10.1073/pnas.232150212138564636 PMC11009653

[BIO061801C84] Thews, O., Gassner, B., Kelleher, D. K. and Gekle, M. (2008). Activity of drug efflux transporters in tumor cells under hypoxic conditions. *Adv. Exp. Med. Biol.* 614, 157-164. 10.1007/978-0-387-74911-2_1918290326

[BIO061801C85] Thienpont, B., Steinbacher, J., Zhao, H., D'Anna, F., Kuchnio, A., Ploumakis, A., Ghesquiere, B., Van Dyck, L., Boeckx, B., Schoonjans, L. et al. (2016). Tumour hypoxia causes DNA hypermethylation by reducing TET activity. *Nature* 537, 63-68. 10.1038/nature1908127533040 PMC5133388

[BIO061801C86] Thomas, P. A. and Kinsey, S. T. (2024). Hypoxia tolerance of two killifish species. *Integr. Comp. Biol.* 64, 1115-1130. 10.1093/icb/icae14439238158 PMC11518574

[BIO061801C87] Thoral, E., Farhat, E., Roussel, D., Cheng, H., Guillard, L., Pamenter, M. E., Weber, J. M. and Teulier, L. (2022). Different patterns of chronic hypoxia lead to hierarchical adaptive mechanisms in goldfish metabolism. *J. Exp. Biol.* 225, jeb243194. 10.1242/jeb.24319434881781

[BIO061801C88] Townley, I. K., Karchner, S. I., Skripnikova, E., Wiese, T. E., Hahn, M. E. and Rees, B. B. (2017). Sequence and functional characterization of hypoxia-inducible factors, HIF1alpha, HIF2alphaa, and HIF3alpha, from the estuarine fish, Fundulus heteroclitus. *Am. J. Physiol. Regul. Integr. Comp. Physiol.* 312, R412-R425. 10.1152/ajpregu.00402.201628039194 PMC5402000

[BIO061801C89] Vadlapatla, R. K., Vadlapudi, A. D., Ponnaluri, V. K., Pal, D., Mukherji, M. and Mitra, A. K. (2013). Molecular expression and functional activity of efflux and influx transporters in hypoxia induced retinal pigment epithelial cells. *Int. J. Pharm.* 454, 444-452. 10.1016/j.ijpharm.2013.06.04423827654 PMC3761793

[BIO061801C90] Vorrink, S. U. and Domann, F. E. (2014). Regulatory crosstalk and interference between the xenobiotic and hypoxia sensing pathways at the AhR-ARNT-HIF1alpha signaling node. *Chem. Biol. Interact.* 218, 82-88. 10.1016/j.cbi.2014.05.00124824450 PMC4091760

[BIO061801C91] Vujić, T., Schvartz, D., Furlani, I. L., Meister, I., Gonzalez-Ruiz, V., Rudaz, S. and Sanchez, J. C. (2022). Oxidative stress and extracellular matrix remodeling are signature pathways of extracellular vesicles released upon morphine exposure on human brain microvascular endothelial cells. *Cells* 11, 3926. 10.3390/cells1123392636497184 PMC9741159

[BIO061801C92] Wallace, R. B. and Gobler, C. J. (2021). The role of algal blooms and community respiration in controlling the temporal and spatial dynamics of hypoxia and acidification in eutrophic estuaries. *Mar. Pollut. Bull.* 172, 112908. 10.1016/j.marpolbul.2021.11290834526266

[BIO061801C93] Wang, Y., Li, G., Deng, M., Liu, X., Huang, W., Zhang, Y., Liu, M. and Chen, Y. (2021). The multifaceted functions of RNA helicases in the adaptive cellular response to hypoxia: From mechanisms to therapeutics. *Pharmacol. Ther.* 221, 107783. 10.1016/j.pharmthera.2020.10778333307143

[BIO061801C94] Wenger, R. H., Kurtcuoglu, V., Scholz, C. C., Marti, H. H. and Hoogewijs, D. (2015). Frequently asked questions in hypoxia research. *Hypoxia (Auckl)* 3, 35-43. 10.2147/HP.S9219827774480 PMC5045069

[BIO061801C95] Wlcek, K. and Stieger, B. (2014). ATP-binding cassette transporters in liver. *Biofactors* 40, 188-198. 10.1002/biof.113624105869

[BIO061801C96] Wouters, B. G. and Koritzinsky, M. (2008). Hypoxia signalling through mTOR and the unfolded protein response in cancer. *Nat. Rev. Cancer* 8, 851-864. 10.1038/nrc250118846101

[BIO061801C97] Wu, D. and Yotnda, P. (2011). Induction and testing of hypoxia in cell culture. *J. Vis. Exp.*, e2899.10.3791/2899PMC321762621860378

[BIO061801C98] Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., Feng, T., Zhou, L., Tang, W., Zhan, L. et al. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *The Innovation* 2, 100141. 10.1016/j.xinn.2021.10014134557778 PMC8454663

[BIO061801C99] Yfantis, A., Mylonis, I., Chachami, G., Nikolaidis, M., Amoutzias, G. D., Paraskeva, E. and Simos, G. (2023). Transcriptional response to hypoxia: the role of HIF-1-associated co-regulators. *Cells* 12, 798. 10.3390/cells1205079836899934 PMC10001186

[BIO061801C100] Zhang, M., Hu, Y., Yang, F., Zhang, J., Zhang, J., Yu, W., Wang, M., Lv, X., Li, J., Bai, T. et al. (2022). Interaction between AhR and HIF-1 signaling pathways mediated by ARNT/HIF-1β. *BMC Pharmacol. Toxicol.* 23, 26. 10.1186/s40360-022-00564-835473600 PMC9044668

[BIO061801C101] Zhao, S.-S., Su, X.-L., Pan, R.-J., Lu, L.-Q., Zheng, G.-D. and Zou, S.-M. (2022). The transcriptomic responses of blunt snout bream (Megalobrama amblycephala) to acute hypoxia stress alone, and in combination with bortezomib. *BMC Genomics* 23, 162. 10.1186/s12864-022-08399-735216548 PMC8876555

# Supplementary material for: Gene expression and DNA methylation changes in response to hypoxia in toxicant-adapted Atlantic killifish (Fundulus heteroclitus)
**Source:** Biol Open. 2025 Jan 6;14(1):BIO061801. doi: 10.1242/bio.061801
**Supplement:** Supplementary information

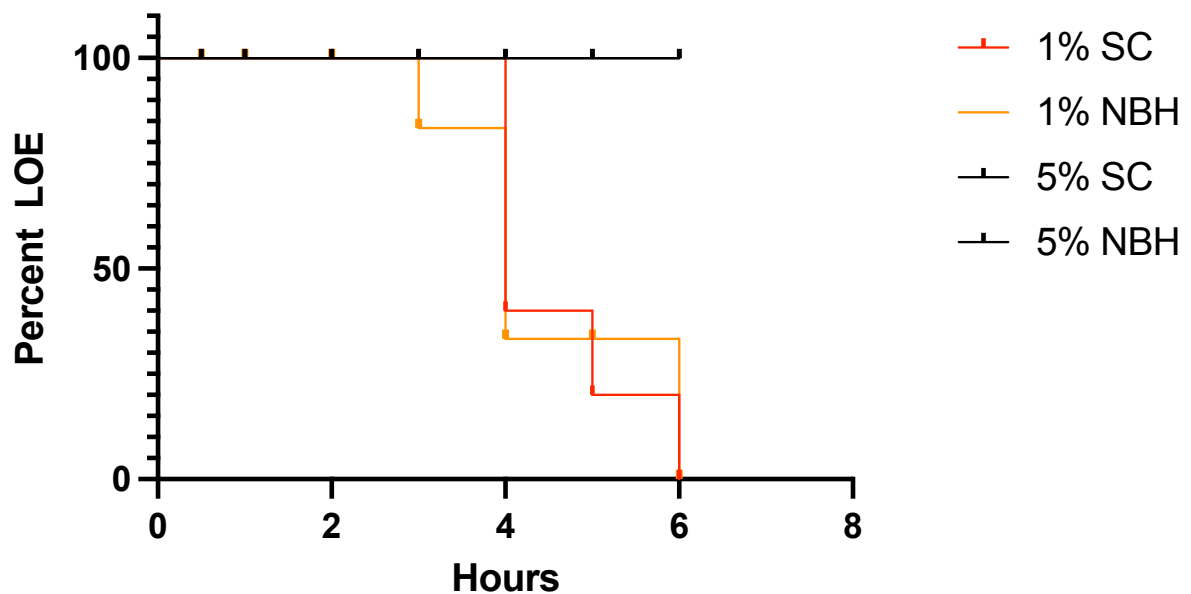

**Fig. S1.** Results from preliminary time to loss of equilibrium (LOE) experiments conducted to determine the hypoxia tolerance in *Fundulus heteroclitus* juveniles (6 months of age; F1 generation) from Scorton Creek (SC) and New Bedford Harbor (NBH) populations. Individual fish were placed in either 5% or 1% oxygen saturated water and their behavior was monitored regularly (every 15 minutes) until the fish displayed loss of equilibrium (fish no longer maintains upright position and do not respond to disturbance). We tested 5 individuals per treatment group. Fish from 5% oxygen saturation group did not show any LOE whereas the 1% group showed LOE between 3-4 hours and by 6 hours all the fish displayed LOE. Based on these results we chose 5% and 10% oxygen saturation levels for the hypoxia experiments.

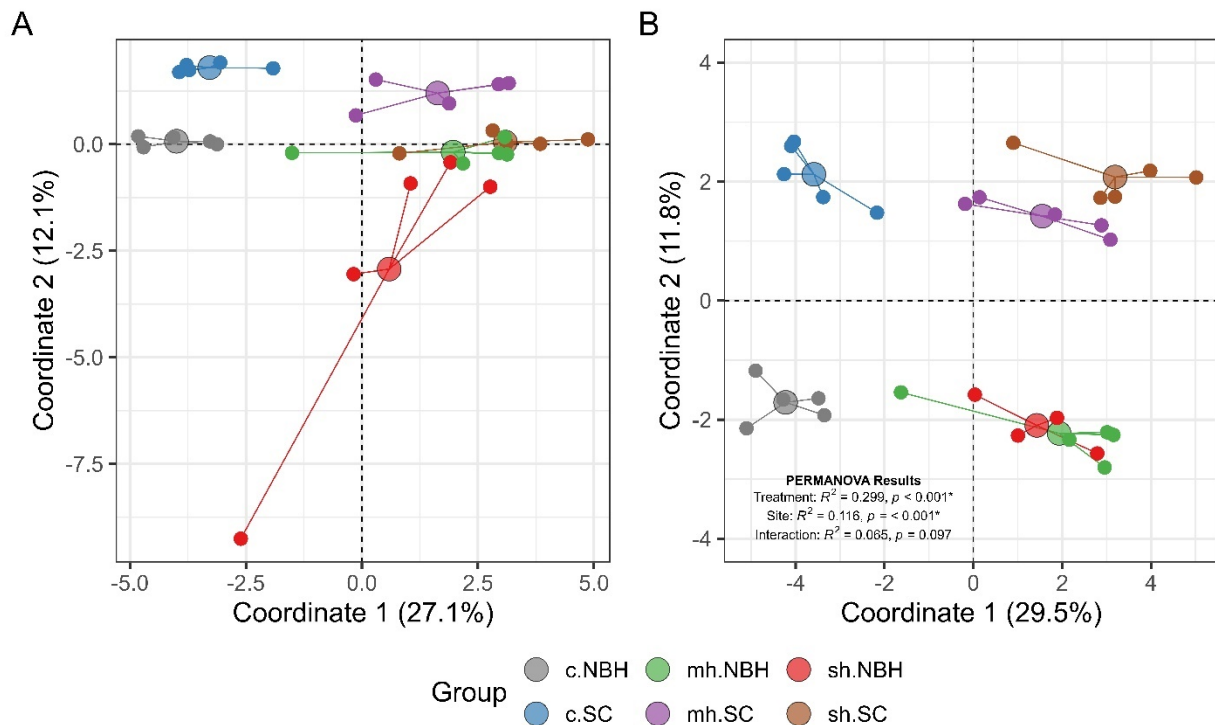

**Fig. S2.** Results from the principal coordinate analysis (logCPM of 12,043 expressed transcripts) are presented for (A) all samples and (B) after outlier removal. Small colored circles represent the coordinates of individual samples ( $N = 5$ ) and are connected to large colored circles, which represent the average coordinate position for each treatment group (c: control, mh: mild hypoxia, sh: severe hypoxia; SC: Scorton Creek, NBH: New Bedford Harbor). The distances between points reflect the similarity in gene expression profiles among individuals and treatment groups. One NBH individual in the severe hypoxia treatment was identified as a substantial outlier and was removed from subsequent analysis. A permutational multivariate ANOVA (PERMANOVA) tested the effects of treatment and populations on global gene expression patterns (logCPM) using the R package Apev5.8, revealing significant effects of treatment and site, but not their interaction.

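A PERMANOVA on Euclidean distances of logCPM, with vegan's adonis2, gave R2 values of 0.213 for treatment, 0.122 for population and 0.0689 for their interaction. Permutation p-values were 1e-04 for treatment and for population, the smallest that the permutations drawn can give, and 0.0573 for the interaction. With 29 fish the R2 values were 0.230, 0.130 and 0.0704, with a permutation p of 0.0549 for the interaction. Over the 500 most variable genes treatment had an R2 of 0.156 and population 0.211.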

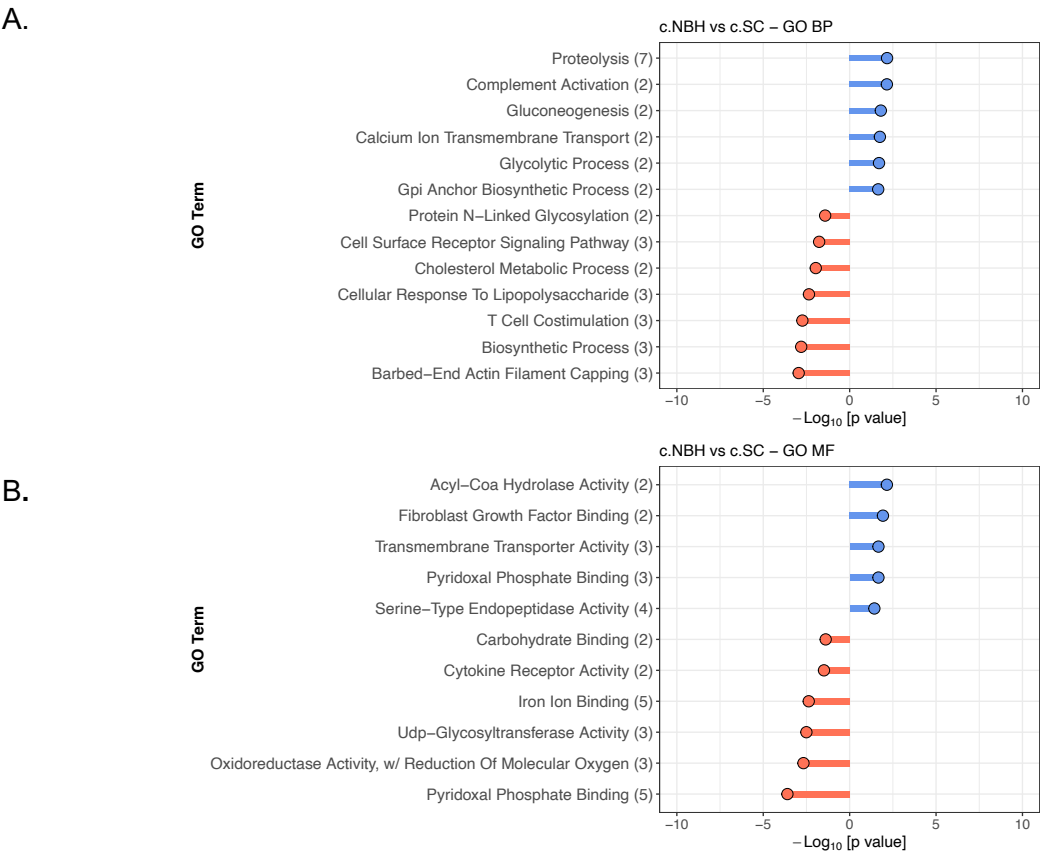

**Fig. S3.** Gene Ontology terms enriched among differentially expressed genes (DEGs) between populations. Control groups between NBH and SC populations were compared. DEGs were determined using SC as reference. Only top GO BP terms (A) and GO MF terms (B) are shown. Entire list of GO biological process and molecular function terms are provided in the supplementary information (RNAseq\_Supplementary Information.xlsx). Detailed description of filtering of GO terms to remove redundancy is described in the materials and methods section. GO terms enriched among upregulated DEGs are in blue and those from downregulated genes are in red.

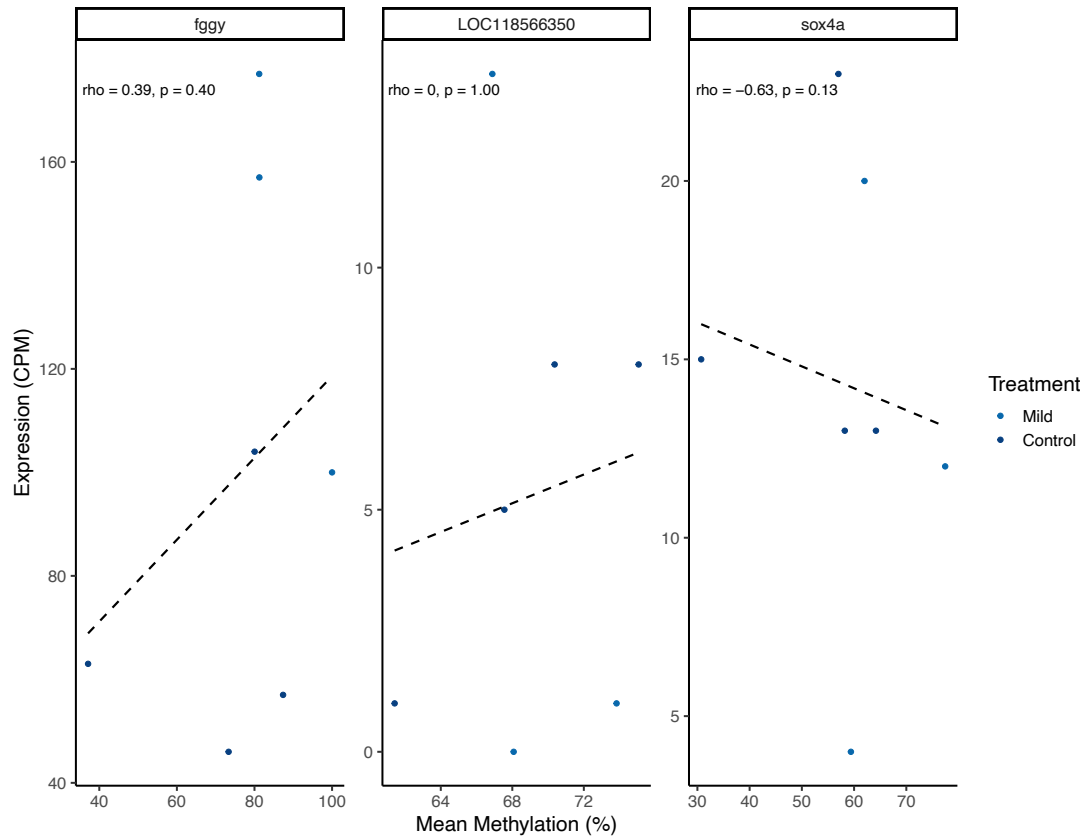

**Fig. S4.** Correlation plots showing the relationship between the methylation level in DMRs and expression level of the associated gene in mild hypoxia group in New Bedford Harbor (NBH). Percent mean methylation level (x-axis) is plotted against gene expression (counts per million, CPM; y-axis). This analysis was done using BAT\_correlating function in Bisulfite Analysis Tool (BAT). Out of 10 DMRs identified in severe hypoxia NBH fish, only 3 DMRs are associated with annotated genes. We did not observe any significant correlation between mean methylation level in DMRs and the gene expression patterns.

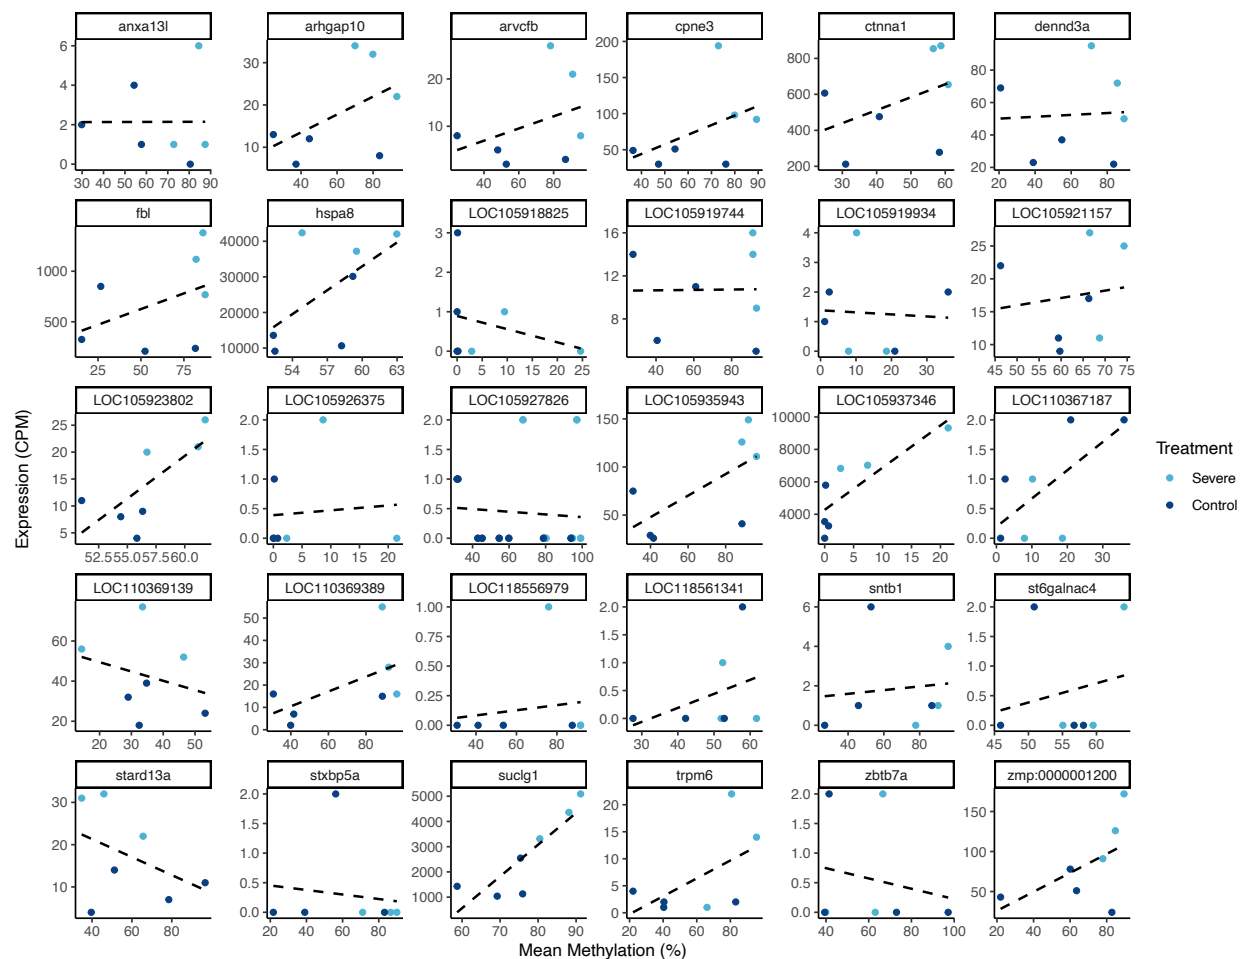

**Fig. S5.** Correlation plots showing the relationship between the methylation level in DMRs and expression level of the associated gene in severe hypoxia group in New Bedford Harbor (NBH). Percent mean methylation level (x-axis) is plotted against gene expression (counts per million, CPM; y-axis). This analysis was done using BAT\_correlating function in Bisulfite Analysis Tool (BAT). Out of 59 DMRs identified in severe hypoxia NBH fish, only 30 DMRs are associated with annotated genes. We did not observe any significant correlation between mean methylation level in DMRs and the gene expression patterns.

How the deposited data were processed for this re-analysis (not part of the article)

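The values are raw read counts per gene, made by the authors before they were deposited. Stranded single-end reads of 50 bp were trimmed with Trimmomatic, aligned to the killifish genome with STAR and counted with HTSeq-count. The reads themselves were not used here. Each of the 30 liver libraries is 1 fish, with 5 fish for each of 6 groups. By the paper's Methods the fish of each population were bred from a few parents. All tests treat fish as independent, so p-values between populations and of interactions measure spread among these fish. Spread among families of a population was not measured.

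The count tables list genes by symbol, of which 32227 are in the reference gene table and 17972 have a LOC name. Positions of genes are taken from that table, and a gene on an unplaced scaffold is said to be so. Total counts per fish run from 4955114 to 23849931. Counting error is the only technical error that thinning of counts can address, and duplicated molecules from amplification cannot be told apart in counts. No pair of libraries in a group is close enough to be a duplicate, as the lowest chi-square per gene between replicates was 30.5.

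The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and vegan 2.7.1. Genes were kept with filterByExpr given the 6 groups, which left 13609 genes and 99.9% of the counts. Without group information it would have left 10543 genes and 99.6% of the counts, and 25158 genes have at least 1 count. Counts were scaled by TMM and fitted with 1 mean per group by edgeR's quasi-likelihood method as it stood in its earlier version. The threshold is a Benjamini-Hochberg adjusted p-value under 0.05 within each contrast over all tested genes. Log2 fold changes come from this fit, and a standard error is the absolute log2 fold change over the square root of its F value. Means per fish use logCPM with a prior count of 2.

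These choices were made before the data were examined, together with the contrasts and a list of other settings. The other settings are 29 fish, no TMM factors, DESeq2, the newer edgeR quasi-likelihood method, the filter without groups, no filter, only the groups compared, a replicate block and a threshold of 1 on the log2 fold change. Thinning of counts to the smallest library, the logarithm of the total count as a covariate, genes chosen on their mean response and a filter by population were added after totals and first results had been seen. The permutation test for the difference of the steps was also added later.

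A fish was to be left out only if a principal coordinate analysis and a multidimensional scaling of 500 genes pointed to the same fish. They did not, so all 30 are used, and results without NBH severe hypoxia replicate 5 stand beside them as 29 fish. The paper omits 1 NBH severe hypoxia fish without naming it. With 29 fish 2243, 3342 and 2431 genes were called in SC mild, NBH mild and NBH severe hypoxia. The paper gives 2241, 3328 and 2423, and 30 fish gave 1852, 2860 and 1900. SC severe hypoxia was less near, with 4412 genes against the paper's 4191 and 3909 with 30 fish. These values point to replicate 5 as the fish the paper omitted.

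Genes are named in the text if the paper names them, or if they are among the 3 largest changes of a comparison. For the latter a gene must pass the threshold, average at least 10 CPM over the groups compared, have every fish of one group above every fish of the other and have a name other than LOC. Where every library of a group has at most 3 counts, a fold is also given with those libraries set to 3 counts. Gene sets were written from the list of symbols before any value was looked at, since product names were not at hand.

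The method was tried on simulated changes placed on libraries of this layout. Of 200 genes changed by 1 in log2, 113 were recovered with 2 false calls, and of 200 changed by 2, 189 were recovered with 5 false calls. Interactions were recovered for 31 and 171 of these, with 4 and 8 false calls. The changed genes all averaged at least 10 CPM, so recovery at lower levels was not tried. In the comparison left without change 0 genes were called.

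Bisulfite libraries and methylation were not analysed here. A correction for GC content was not run, as no gene sequences were used here. Gene ontology annotation was not used here.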

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

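The fish values below were picked out by a fixed rule on gaps within groups of 5, and the tests of thinning and marker genes that follow were chosen only after the results were seen.

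Total counts stand apart in 4 fish. SC control replicate 5 has 6591150 against 12508864 to 13247842 in its group, SC mild hypoxia replicate 1 has 15404373 against 6867133 to 8466811, SC severe hypoxia replicate 2 has 23849931 against 17914396 to 19271894, and NBH severe hypoxia replicate 5 has 4955114 against 16068471 to 19185385. The last also has 12823 genes with counts where its group has 16717 to 18039. Over 78 groups of values 14 stood apart, and 3.9 would be given by chance.

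For SC severe hypoxia replicate 5 the 10 most abundant genes hold 27.6% of counts, against 24.7 to 25.4% in its group. For NBH mild hypoxia replicate 3 mitochondrial genes hold 6.18% of counts, against 2.62 to 3.13%. The same fish has a mean logCPM of 2.78 for the raised genes, against 3.11 to 3.18, and of 2.75 for the lowered genes, against 2.22 to 2.36. It lies nearer to control than the rest of its group in both. Without it the number of genes called in NBH mild hypoxia was 3690 and the number for the interaction in mild hypoxia was 17.

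The logCPM of epas1a is 1.13 in SC mild hypoxia replicate 2, against 2.13 to 2.33 in its group, and 2.57 in SC severe hypoxia replicate 2, against 1.03 to 1.40. For epas1b it is -0.46 in SC severe hypoxia replicate 5, against -0.04 to 0.04, -2.82 in NBH control replicate 2, against -0.71 to -0.35, and -2.82 in NBH severe hypoxia replicate 5, against -0.47 to 0.25. The epas1b values rest on 0 to 24 counts, and the fish at -2.82 have 0.

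LOC105934894 passed the test of interaction in severe hypoxia, with a value of 2.13. The sampled fish of the populations differ in the step of the raised genes from mild to severe hypoxia, by -0.33. They also differ in the V-type ATPase set, with an adjusted p of 0.0104 for the camera test of the interaction. For that set fry gave 0.0345, camera with 29 fish 0.00895, without TMM factors 0.0207 and with the estimated correlation 0.252. The difference of the steps was -0.26 with 29 fish (permutation p 0.0262) and -0.19 without TMM factors (permutation p 0.171). With genes chosen on their mean response it was -0.29 (permutation p 0.0411), or -0.20 with 29 fish (permutation p 0.0967).

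The small library of NBH severe hypoxia replicate 5 is a possible explanation of its place on coordinate 2. After thinning every library to its total it stood at -28.0, within the -35.2 to 38.1 of the other fish, which is in line with library size. Library size is an unlikely cause of its few detected genes, as at equal totals it had 12823 and the other fish 14779 to 16192. Whether RNA of red blood cells, pancreas, muscle, intestine or immune cells adds to its place cannot be told. Marker lists of these were all lower in median than in the rest of its group, from -2.08 for intestine, -1.59 for pancreas, -0.90 for muscle and -0.66 for red blood cells to -0.38 for immune cells, where 11 of 25 genes were raised. The most abundant marker was higher in the immune list (cd302, by 1.06, at 166 CPM against 81) and in the red blood cell list (epb41l2, by 0.47). Muscle markers are at low counts and the intestine list has 3 genes.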

How the results depend on the processing

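The settings with thinned counts, a total count covariate or genes chosen on their mean response were chosen only after the results were seen, and the rest before the data were examined.

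With 29 fish the genes called in NBH severe against mild hypoxia went from 265 to 167, those for the interaction in mild hypoxia from 0 to 1 and those for the interaction in severe hypoxia from 1 to 2. With 29 fish and counts thinned to the smallest library NBH severe against mild gave 105, the populations under severe hypoxia 544 and the interaction in severe hypoxia 3.

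Without TMM factors SC mild hypoxia gave 3044 genes, NBH severe hypoxia 4544, NBH severe against mild 451 and the populations in control 359. Raised genes were then 84.1% of those called in SC mild, 83.1% in SC severe, 84.7% in NBH mild and 92.8% in NBH severe hypoxia. Genes higher in NBH were 25.9, 31.2 and 37.9% of those called between populations in control, mild and severe hypoxia. Shared genes were 2587 for SC mild and severe, 2886 for NBH mild and severe and 2920 for SC severe and NBH mild. The slope of NBH on SC fold changes in severe hypoxia was 0.815. Of the genes named beside methylated regions 5 passed in NBH severe hypoxia. The NBH step of the raised genes reversed to 0.078 (exact permutation p 0.524). The difference of the steps was -0.19 for raised genes (permutation p 0.171) and 0.39 for lowered genes (permutation p 0.0173). Median log2 fold changes of all genes moved by 0.27 in SC mild, 0.37 in SC severe, 0.32 in NBH mild and 0.44 in NBH severe hypoxia, and by -0.15 and -0.11 between populations in control and mild hypoxia. Directions of 4 gene sets turned, and 0 of these had been called by camera.

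DESeq2 gave 645 genes for NBH severe against mild, 440 and 447 between populations in control and mild hypoxia, and 36 and 65 for the interactions in mild and severe hypoxia. The newer edgeR quasi-likelihood method gave 284 genes between populations under mild hypoxia and 7 for the interaction in severe hypoxia. The filter without groups gave 108 between populations under mild hypoxia. With no filter NBH severe against mild gave 167 and the interactions 1 and 2. Fits of only the groups compared gave 940 for NBH severe hypoxia, 16 for NBH severe against mild, 249 for SC severe against mild, 352 and 237 between populations in control and severe hypoxia, and 1 and 0 for the interactions in mild and severe hypoxia, with the 0 standing beside 1491 genes at an unadjusted p under 0.05 in the fit of all groups.

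With an absolute log2 fold change over 1 the numbers were 852 in SC mild, 1974 in SC severe, 1273 in NBH mild and 918 in NBH severe hypoxia, 170 for NBH severe against mild and 614 between populations under severe hypoxia. Genes chosen on the mean of the 4 hypoxia responses gave a step of 0.19 for raised genes in SC fish (exact permutation p 0.0556). With 29 fish that step was 0.18 (exact permutation p 0.0635) and the difference of the steps -0.20 (permutation p 0.0967). With the estimated correlation camera called 0 gene sets of 77.

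The logarithm of the total count as a covariate gave 2555 genes in SC severe and 1234 in NBH mild hypoxia, 213 for SC severe against mild, 72 between populations under mild hypoxia, and 3 and 2 for the interactions in mild and severe hypoxia. Shared genes were 648 for NBH mild and severe and 743 for SC severe and NBH mild. With 29 fish and the covariate the numbers were 2426 in SC severe, 1193 in NBH mild and 546 in NBH severe hypoxia, 35 for SC severe against mild, 174 for NBH severe against mild, 34 between populations under mild hypoxia, 2 for the interaction in severe hypoxia, 334 shared for NBH mild and severe and 721 for SC severe and NBH mild. The covariate takes variance that goes with treatment, as totals differ between the groups.

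Replicate numbers were also fitted as a block. Over 75 pairs of fish with the same number in different groups the median correlation of residuals was -0.0131, from -0.242 to 0.220, and 4 of these pairs exceeded 0.1. Pairs with different numbers had a median of 0.000509. The numbers do not pair the fish, so a call lost under the block says nothing about the call. With the block 1767 genes were called in SC mild and 3729 in SC severe hypoxia.

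Over the fits that left out 1 fish no direction of a reported total, step or difference of the steps reversed. The small differences in mean logCPM between NBH and SC control fish did reverse. For raised genes this went from -0.041 to 0.0048 without NBH control replicate 2. For lowered genes it went from -0.0028 to as high as 0.020, without NBH mild hypoxia replicate 3. Between populations in control the count was 109 without SC control replicate 3, 138 without SC control replicate 1, 141, 120, 144 and 137 without NBH control replicates 1 to 4, and at most 222, without SC control replicate 4. Under mild hypoxia it was 105 and 329 without NBH mild hypoxia replicates 2 and 3 and 106 without SC mild hypoxia replicate 2. Under severe hypoxia it was 606 and 539 without SC severe hypoxia replicates 1 and 2 and at most 1009, without NBH severe hypoxia replicate 3. The interaction in mild hypoxia gave 1 and 17 without NBH mild hypoxia replicates 2 and 3 and 2 without SC control replicate 2. In severe hypoxia it gave 8, 3 and 2 without NBH severe hypoxia replicates 1, 2 and 5, 2, 3 and 6 without SC severe hypoxia replicates 2, 4 and 5, and 4 without SC control replicate 2.

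SC severe against mild gave 214 and 217 without SC severe hypoxia replicates 1 and 2, and 197 and 240 without SC mild hypoxia replicates 2 and 5, and at most 389, without SC severe hypoxia replicate 5. NBH severe against mild gave 434, 143 and 167 without NBH severe hypoxia replicates 1, 4 and 5, and 133, 145, 482, 109 and 164 without NBH mild hypoxia replicates 1 to 5. Without NBH control replicate 2 the shared genes of NBH mild and severe were 720, and without NBH severe hypoxia replicate 5 they were 1603.

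Without NBH mild hypoxia replicate 3 the NBH step was -0.15 for raised genes (exact permutation p 0.0476) and 0.25 for lowered genes (exact permutation p 0.0238). Nearest to 0 were -0.0036 for raised genes without NBH severe hypoxia replicate 5 and 0.049 for lowered genes without NBH mild hypoxia replicate 2. The difference of the steps for lowered genes, with a permutation p of 0.0519 in all 30 fish, was 0.36 without NBH severe hypoxia replicate 3 (permutation p 0.0320), 0.37 without SC severe hypoxia replicate 5 (0.0288) and 0.42 without NBH mild hypoxia replicate 3 (0.00635). It was 0.36 and 0.38 without SC mild hypoxia replicates 3 and 4 (permutation p 0.0320 and 0.0278), and 0.32 without NBH control replicate 3 and without SC control replicates 1 and 3 (permutation p 0.0475, 0.0455 and 0.0465). Its lowest value was 0.24, without SC severe hypoxia replicate 2 (permutation p 0.124). Without NBH severe hypoxia replicate 5 it was 0.28 (permutation p 0.0932). The fits not named here had permutation p-values above 0.05.

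The named genes, 70 in 7 comparisons, make 490 pairs, of which 108 were called. With 29 fish 12 were gained and 2 lost, without TMM factors 51 gained and 13 lost, and with DESeq2 11 gained and 2 lost. The newer edgeR method gained 5 and lost 0, and the covariate gained 3 and lost 20. Of 88 pairs of a named gene and a comparison followed further, 12 lost their call with thinned counts. Over 900 fits that left out 1 fish the call was lost in 115, and the direction reversed in 0.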

Differences from the paper's values

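The settings of thinned counts and the total count covariate named here were chosen only after the results were seen, and the others before the data were examined.

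The number of genes lower in NBH under mild hypoxia was 76 with 30 fish where the paper gives 122. It was 122 with 29 fish, 152 without TMM factors and 131 with the newer edgeR quasi-likelihood method, which do not differ from the paper by the ratio of 1.5 set beforehand. DESeq2 gave 211, the filter without groups 48, no filter 70, only the groups compared 65 and the replicate block 80, and these differ by more than that.

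The paper finds no change of HIF2α genes in either population. Here epas1a passed in SC mild hypoxia (quasi-likelihood adjusted p 0.0422) and epas1b in SC severe hypoxia (quasi-likelihood adjusted p 0.0243). For epas1a no other setting of fish, scaling, test, block or covariate ended the call, with adjusted p-values from 0.00697 to 0.0444, but 8 of 10 fits that left out 1 fish did, up to an adjusted p of 0.110. For epas1b the total count covariate gave no call, at an adjusted p of 0.190, and the other settings gave 0.00442 to 0.0224.

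The paper finds PI3K and mTOR pathway genes changed in NBH fish alone. Here akt2 passed in SC severe hypoxia too (quasi-likelihood adjusted p 0.00144), and in each other setting of fish, scaling, test, block and covariate, from 5.05e-05 to 0.00880. The paper finds egln1a raised in severe hypoxia in both populations. In NBH fish it had a quasi-likelihood adjusted p of 0.0664 with 30 fish, and it passed with 29 fish (0.0350) and without TMM factors (0.00218), while the other settings went up to 0.184.

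The paper finds arnt changed by hypoxia in both populations. With 30 fish it passed in SC severe hypoxia and in no NBH group (quasi-likelihood adjusted p 0.131 and 0.156 in mild and severe hypoxia). It passed in both NBH groups with 29 fish (0.0309 and 0.0125) and without TMM factors (0.0311 and 0.0193), and the other settings went up to 0.769 and 0.738.

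Of the demethylase genes the paper lists as changed, kdm2aa and kdm5ba passed in no hypoxia group with 30 fish. With 29 fish kdm2aa passed in SC severe and NBH severe hypoxia (quasi-likelihood adjusted p 0.0459 and 0.0239), and without TMM factors too (0.00677 and 0.00666), while the other settings went up to 0.688. For SC severe hypoxia kdm5ba passed under the replicate block (quasi-likelihood adjusted p 0.0476) and without TMM factors (0.000284), and the other settings went up to 0.0960. The count files list kdm1a and no kdm1aa.

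The paper finds calcium signalling genes altered across both populations. The calcium-dependent phospholipid binding set was called in NBH fish by fry (adjusted p 0.0109 in mild and 0.00617 in severe hypoxia) and not by camera (0.191 and 0.185).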

Other observations

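The tests in this part, of thinned counts, the total count covariate, chosen genes and other groupings of the fish, were chosen only after the results were seen.

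More genes are called in SC severe than in SC mild hypoxia, and SC severe libraries are larger. Counting precision is an unlikely cause, as the ratio of severe to mild was 1.96 after thinning every library to the smallest. Something that goes along with library size across fish could add to it, as the ratio fell to 1.14 with the total count as a covariate. Total counts and treatment go together in SC fish, so the covariate cannot separate them.

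Fewer genes are called in NBH severe than in NBH mild hypoxia. Counting precision is an unlikely cause here as well, with a ratio of 0.679 after thinning. With the covariate the ratio was 1.26 with 30 fish, and the order was kept with 29 fish, so whether something that goes along with library size may account for it cannot be told. Smaller fold changes in severe hypoxia are a further candidate explanation. The slope of NBH severe on NBH mild fold changes was 0.878 over genes called in either, but 1.04 without TMM factors and 1.04 with the covariate. With genes chosen on their mean response and 29 fish it reached 1.03 when 1 fish was left out, so this cannot be told either.

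The pooled genes of the mean logCPM comparison come in larger number from SC severe hypoxia than from any other group, which could by itself make SC fish look more responsive there. With genes chosen on the mean response of all 4 hypoxia groups 86.9% of the difference of the steps was left, so the choice of genes is an unlikely source of most of it.

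Fish were regrouped within each comparison to see how many genes arbitrary groupings give, with the actual grouping as 1 of 100. As many genes as observed came from 1 of 100, the actual grouping alone, for SC mild, SC severe, NBH mild and NBH severe hypoxia, for the populations in control, mild and severe hypoxia and for SC severe against mild. For NBH severe against mild it was 3 of 100. For the interactions it was 100 of 100 in mild and 20 of 100 in severe hypoxia, and these decide nothing. Control and hypoxia fish of a population were regrouped there, which carries the effect of hypoxia into the interaction, and in mild hypoxia no grouping can give fewer than the number seen.

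Over the genes raised in SC fish, NBH fish mostly follow SC fish in gene direction in severe hypoxia. Of the genes raised in SC severe hypoxia 92.7% had a positive fold change in NBH severe hypoxia, and 1 gene was called in opposite directions. Opposite directions were therefore rare among the genes called in SC fish, which does not cover genes called in neither population. LOC105934894, which passed the interaction in severe hypoxia, did differ in direction. Its mean went from 4.87 to 1.54 CPM in SC fish and from 3.10 to 4.26 in NBH fish. The slope of NBH on SC fold changes was 0.648 over genes called in either population, more of which come from SC fish. It was 0.729 with genes chosen on their mean response (0.765 with 29 fish) and 0.815 without TMM factors, so its size depends on these choices.

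The legend of the overview figure and the Methods give the oxygen levels of mild and severe hypoxia in opposite order, and the labels of the samples follow the Methods.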
